# De Novo RNA Sequencing and Expression Analysis of *Aconitum carmichaelii* to Analyze Key Genes Involved in the Biosynthesis of Diterpene Alkaloids

**DOI:** 10.3390/molecules22122155

**Published:** 2017-12-05

**Authors:** Megha Rai, Amit Rai, Noriaki Kawano, Kayo Yoshimatsu, Hiroki Takahashi, Hideyuki Suzuki, Nobuo Kawahara, Kazuki Saito, Mami Yamazaki

**Keywords:** *Aconitum*, RNA sequencing, transcript abundance, diterpene alkaloids, aconitine, KEGG pathway enrichment analysis

## Abstract

*Aconitum carmichaelii* is an important medicinal herb used widely in China, Japan, India, Korea, and other Asian countries. While extensive research on the characterization of metabolic extracts of *A. carmichaelii* has shown accumulation of numerous bioactive metabolites including aconitine and aconitine-type diterpene alkaloids, its biosynthetic pathway remains largely unknown. Biosynthesis of these secondary metabolites is tightly controlled and mostly occurs in a tissue-specific manner; therefore, transcriptome analysis across multiple tissues is an attractive method to identify the molecular components involved for further functional characterization. In order to understand the biosynthesis of secondary metabolites, Illumina-based deep transcriptome profiling and analysis was performed for four tissues (flower, bud, leaf, and root) of *A. carmichaelii*, resulting in 5.5 Gbps clean RNA-seq reads assembled into 128,183 unigenes. Unigenes annotated as possible rate-determining steps of an aconitine-type biosynthetic pathway were highly expressed in the root, in accordance with previous reports describing the root as the accumulation site for these metabolites. We also identified 21 unigenes annotated as cytochrome P450s and highly expressed in roots, which represent candidate unigenes involved in the diversification of secondary metabolites. Comparative transcriptome analysis of *A. carmichaelii* with *A. heterophyllum* identified 20,232 orthogroups, representing 30,633 unigenes of *A. carmichaelii*, gene ontology enrichment analysis of which revealed essential biological process together with a secondary metabolic process to be highly enriched. Unigenes identified in this study are strong candidates for aconitine-type diterpene alkaloid biosynthesis, and will serve as useful resources for further validation studies.

## 1. Introduction

Plant species from the *Aconitum* genus are described as one of “The Four Pillars” of the ancient herbs used in Chinese medical healing. Approximately 76 species of *Aconitum* genus are used for medicinal purposes and are called ‘Aconites’, with *Aconitum carmichaelii* being the most widely used herb [1,2]. *A. carmichaelii*, native to eastern parts of Asia and Russia, is a perennial plant growing up to a height of 60–150 cm with dark brown roots, palmately divided dark-green glossy leaves, and violet flowers with helmet-shaped petals [3]. Principal and lateral roots of *A. carmichaelii* are used as medicine under the names “Chuanwu” and “Fuzi” (also called “Bushi” in Japan), respectively, with Fuzi being preferred in most traditional medicine formulations [2,4]. Root extract of *A. carmichaelii* is used for the treatment of several medical conditions including collapse, rheumatic fever, painful joints, gastroenteritis, diarrhea, bronchial asthma, and edema [2,3,5,6]. Kampo medicine formulations employing “Bushi” have also been reported to be effective for several types of neuropathic pain [7,8,9].

The pharmacological properties of *A. carmichaelii* are attributed to the accumulation of diverse range of bioactive C_20_-, C_19_- and C_18_-type diterpene alkaloids, which can be broadly classified into three types, namely, diester–diterpene alkaloids, monoester–diterpene alkaloids and unesterified diterpene alkaloids. The majority of the C_19_-type diterpene alkaloid skeletons, which represent the major alkaloid content of *A. carmichaelii*, are derived from various substitutions of the aconitine skeleton, leading to a total of 76 different alkaloids [6]. 

Biosynthesis of diterpene alkaloids is initiated with the condensation of three molecules of isopentenyl pyrophosphate (IPP) into geranylgeranyl pyrophosphate (GGPP) in the presence of enzyme geranylgeranyl pyrophosphate synthase (GGPPS) [10,11]. GGPP thus formed undergoes proton-induced cyclization by copalyl–diphosphate synthase (CDPS) to form copalyl diphosphate. Copalyl-diphosphate either undergoes further cyclization and rearrangement by kaurene synthase (KS) to form kaurene or through alternate rearrangement reaction forms atisane. Further, atisane and kaurene are oxidized and hydroxylated in the subsequent steps, and by the incorporation of β-ethanolmaine, which is derived from decarboxylation of l-Serine, forms an atisine skeleton. The atisine skeleton can interconvert to a veatchine skeleton, and further oxidation and modification of the scaffold skeletal mediated by cytochrome P450s may occur, leading to the formation of different C_20_-type diterpene alkaloid skeletons. C_20_-type diterpene alkaloids thus formed may undergo demethylation, which eventually gives rise to the C_19_-type and C_18_-type diterpene alkaloid skeleton [12,13]. 

While numerous studies have reported the levels and types of diterpene alkaloids in different tissues of *A. carmichaelii* [14,15,16,17], the genome and transcriptome data are limited, with only 84 sequences being reported to date in the NCBI database for *A. carmichaelii*, 56 of which are associated with chloroplasts. The lack of genomic and transcriptomic resources serves as a major roadblock in the identification of molecular components contributing to the biosynthesis of specialized metabolites of *A. carmichaelii*. Pal et al. recently described de novo transcriptome assembly characteristics of *A. heterophyllum*, a non-toxic plant species from *Aconitum* genus using root and shoot tissues. *A. heterophyllum* does not produce toxic diester–diterpene alkaloids, with atisine being the major alkaloid [18,19]. While de novo transcriptome assembly and expression analysis of *A. heterophyllum* are important resources, they are of limited use when studying the biosynthesis of highly toxic aconitine-type diterpene alkaloids, which are the signature metabolites for the majority of aconites. Therefore, de novo transcriptome assembly and characterization of toxic aconites, together with differential expression analysis of tissues with different accumulation patterns of aconitine-type diterpene alkaloids, is highly desired to understand their biosynthesis and regulation. Furthermore, comparative transcriptome analysis of aconitine producing aconite and *A. heterophyllum* will be useful to identify potential candidate genes involved in the biosynthesis of aconitine-type diterpene alkaloids, and may provide important clues on the evolution of *A. heterophyllum* as a relatively less toxic aconite. 

In this study, we established de novo transcriptome assembly of *A. carmichaelii* using four tissue types, namely flower, bud, leaf, and root. Through sequence-homology based transcriptome annotation coupled with co-expression analysis, we identified candidate unigenes involved in the biosynthesis of aconitine-type diterpene alkaloids. This study, representing the first transcriptomic resource of *A. carmichaelii*, lays a foundation for future studies on the functional characterization of candidate genes involved in the biosynthesis of pharmacologically active diterpene alkaloids, which could help to develop a genetic intervention strategy for enhancing the production of pharmacologically important metabolites. 

## 2. Results and Discussion

### 2.1. Sample Preparation and High-Throughput Transcriptome Sequencing

Since no genomic and transcriptomic resources for *A. carmichaelii* were available, we performed RNA-seq based deep transcriptome profiling to derive de novo transcriptome assembly, which was further used for the comparative transcriptome analysis with *A. heterophyllum* and transcript expression analysis across four tissues of *A. carmichaelii*. In order to achieve complete representation of *A. carmichaelii* transcriptome, total RNA from four tissues of *A. carmichaelii*, namely, flower, bud, leaf, and root, was extracted (Figure 1). RNA samples with an RNA Integrity Number value over 8 were used for mRNA preparation, fragmentation, cDNA synthesis, and library preparation. Individual libraries for each tissue thus prepared were sequenced using the Illumina HiSeq™ 2000 platform in the paired-end mode, resulting in a total of about 6.1 Gbps sequence reads, with a mean length of raw read of 101 bps. 

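One library was sequenced for each of the 4 tissues (flower, bud, leaf and root) of 3-year-old plants. There are therefore no replicates, and every interval given beside a value covers counting error only. For each library the authors deposited RSEM estimates for 128183 unigenes, with the expected fragment count, TPM, FPKM and the percentage of each isoform, together with a joint table of the FPKM values. Table S1 of the paper lists 8693350 surviving read pairs for flower, 8229917 for bud, 6432224 for leaf and 5671296 for root. The expected counts summed to 7057551 fragments in flower, 6614173 in bud, 5400853 in leaf and 4811266 in root. These totals correspond to 81.2%, 80.4%, 84.0% and 84.8% of the paper's surviving pairs, in the same order. A count of 0 was read as up to 3 fragments in that library.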

Raw reads, after being processed to remove adaptor sequences, low-quality reads (Phred score < 30), and reads shorter than 50 bps, resulted in about 5.5 Gbps sequencing datasets, which were used for de novo transcriptome assembly. The average Phred score, which is a measure of the quality of the sequence reads [20], for each library was above 36 and trimmomatic program-based pre-processing dropped <1% of the total sequence data (Table S1), suggesting that sequence reads generated in this study are of high quality for its subsequent use in generating de novo transcriptome assembly.

### 2.2. De Novo Transcriptome Assembly

The first step towards transcriptome analysis of a plant species without a reference genome is to obtain a high-quality de novo transcriptome assembly. Advancements in next-generation sequencing technologies have led to the development of several computational tools and algorithms to assemble the generated sequence datasets de novo [21]. Numerous studies have shown that there is no single assembler that works best for all plant species, and therefore it is important to test multiple assemblers with varying parameters to obtain the most suitable transcriptome assembly for subsequent analysis [22,23]. Here, we tested three popular de novo transcriptome assemblers, namely CLC Genomics Workbench 8.0.3 (https://www.qiagenbioinformatics.com/), SOAPdenovo-Trans [24], and Trinity [25], and the assembly statistics for resulting de novo transcriptome assemblies are summarized in Table S2. Using default assembly parameters, CLC Genomics Workbench assembled 44.1 Mbps into 88,873 contigs with an N50 value of 554 bps. Using SOAPdenovo-Trans, we generated de novo transcriptome assembly using k-mer sizes of 31, 41, 51, 63, 71 and 91, resulting in six different assemblies. SOAPdenovo-Trans with k-mer size of 31 resulted in the best assembly statistics with 39.53 Mbps assembled into 268,504 contigs and an N50 value of 682 bps. De novo transcriptome assembly using Trinity program with its default parameters assembled 117.4 Mbps into 182,928 transcripts, corresponding to 114,268 trinity-genes with a mean length of 642.3 bps and N50 value of 905 bps. The transcriptome assembly derived from the Trinity program resulted in better assembly statistics with longer sequences and higher N50 value when compared with assemblies obtained from other programs and hence was selected for subsequent analysis. The Trinity-derived de novo transcriptome assembly was further processed through CD-HIT-EST program [26] to remove transcript redundancies, resulting in a final assembly of 128,183 unigenes with an N50 value of 830 bps (Table 1). 

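In the deposited tables, the 128183 unigenes had a total length of 78623549 bases, a mean length of 613 bases and a median of 383 bases. Their lengths ranged from 224 to 13485 bases. The unigenes came from 97828 Trinity genes, of which 82552 were represented by a single unigene. With only the longest unigene of each Trinity gene kept, the N50 was 821 bases. No fragment of any of the 4 libraries was assigned to 1296 unigenes.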

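Unigenes longer than 500 bases made up 36.4% of the assembly and held 91.4% of the fragments of the 4 libraries. Unigenes longer than 1000 bases made up 15.5% of the assembly and held 69.9% of the fragments. The median number of fragments over the 4 libraries was 5 for unigenes of up to 500 bases and 246 for those over 1000 bases.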

The length distribution of our assembled transcripts revealed that 46,697 and 19,913 unigenes were longer than 500 and 1000 bps, respectively (Figure S1). The transcriptome assembly thus obtained was used for further annotation and characterization.

### 2.3. Functional Annotation of Unigenes

Sequence-homology-based annotation is the first step towards assigning putative functions to the unigenes; it serves as the basis of hypothesis generation and further validation, and offers insight into different ongoing biological processes within a system [27,28]. In order to annotate and characterize de novo transcriptome assembly of *A. carmichaelii*, we performed a Blastx [29] sequence homology search against the NCBI non-redundant (nr) protein database with *E*-value cutoff < 10^−5^ and maximum number of allowed hits for each query set a 20, and the top Blastx hits were selected to annotate the corresponding query unigenes. Blastx search results showed that over 85% of the aligned unigenes had significant homology with the sequences in the NCBI-nr database (Figure 2a), with over 26,949 unigenes exhibiting sequence similarity with corresponding hits for over 80% (Figure 2b). Blastx-based annotation of unigenes is summarized in Table S3. Blastx search results were further analyzed using Blast2GO program v 4.0 [30] to obtain gene ontology (GO) terms, to extract enzyme commission (EC) number, and to associate Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway-based information with the assembled unigenes of *A. carmichaelii* transcriptome assembly. Briefly, of the 128,183 unigenes, 56,928 unigenes got a blastx search hit in the database and 46,742 unigenes were assigned a plant GO-slim-based annotation using the Blast2GO program (Figure 2c). Top-hit species distribution analysis of *A. carmichaelii* transcriptome assembly showed that 80% of its annotated unigenes had a high sequence similarity with the homologs of *Vitis vinifera*, *Populous trichocarpa*, *Ricinus communis*, *Medicago trunctula*, and *Arabidopsis thaliana* (Figure 2d).

GO-based functional classification of *A. carmichaelii* transcriptome assembly at level 3 assigned all annotated unigenes into 98 different GO terms in three broad categories: biological process, molecular Function, and cellular Component. Within the biological process GO category, the top five categories in terms of number of unigenes assigned included organic substance metabolic process, primary metabolic process, cellular metabolic process, biosynthetic process, and nitrogen compound metabolic process. In the molecular function GO category, GO terms corresponding to heterocyclic compound binding, organic cyclic compound binding, transferase activity, hydrolase activity, and small molecule binding were the most abundant among the assigned unigenes. For the cellular component GO category, the majority of unigenes were classified in GO terms corresponding to intracellular, intracellular part, intracellular organelle, membrane-bound organelle, and cell periphery (Figure 3).

### 2.4. KEGG Database-Based Functional Characterization of A. carmichaelii Transcriptome Assembly

The KEGG pathway database provides systematic knowledge of genes’ functions and their interactions/relationships with other cellular components, and links genomic information with high-order functional information [31,32]. Such “pathway”-based unigene mapping and classification provide a broad overview of different ongoing biological and metabolic processes within an organism. The pathway-based annotation coupled with transcript expression analysis and knowledge of key metabolite accumulation trends across different tissues also give an important insight into the biosynthesis and regulation of metabolic pathway of interest. KEGG pathway mapping of *A. carmichaelii* de novo transcriptome assembly based on Blastx annotation was performed using Blast2GO software v 4.0, resulting in 10,606 unigenes being assigned to 131 KEGG pathways. The top 50 KEGG pathways on the basis of number of unigenes assigned are shown in Figure 4. Purine metabolism, thiamine metabolism, aminobenzoate degradation, starch and sucrose metabolism, and drug metabolism (other enzymes) were the top five KEGG pathways assigned to *A. carmichaelii* transcriptome assembly. Among the key KEGG pathways listed in the top 50 were glycine, serine, and threonine metabolism; isoquinoline alkaloid biosynthesis; glutathione metabolism; and tropane, piperidine, and pyridine alkaloid biosynthesis. Metabolic pathways such as terpenoid backbone synthesis and diterpenoid biosynthesis were assigned to 149 and 78 unigenes, respectively (Table S4). KEGG database-based functional characterization of *A. carmichaelii* transcriptome assembly showed unigenes assigned to all major specialized biosynthetic pathways that are known or expected to be present in *A. carmichaelii*.

### 2.5. Identification of Simple Sequence Repeats (SSRs)

SSRs are mutation-prone DNA regions ubiquitously distributed across the genome, containing tandem repetitions (typically 5–50 times) of certain simple motifs of 1–6 nucleotides at a locus. SSRs are widely used as molecular markers due to several advantages including high abundance, uniform distribution, and hypervariability, among others [33]. SSRs serves as an important resource to access genetic diversity, to determine genetic variations including paternity determination, for population genetic studies, and for the development of genetic maps [34,35]. In order to identify SSRs of *A. carmichaelii*, the de novo transcriptome assembly was screened to identify mono- to hexa-nucleotide motifs with at least 10 repetitions using MISA software [36], resulting in a total of 16,068 SSR across 14,168 unigenes, with 1675 unigenes containing more than one SSR (Table 2). Within identified SSRs in *A. carmichaelii* transcriptome assembly, mono-nucleotide repeats had the highest frequency (63.68%) of all SSRs, followed by tri- and di-nucleotide repeats (22.3% and 12%, respectively), while other repeat-type class frequencies were relatively small (Figure 5). All the identified SSRs of *A. carmichaelii* have been listed in Table S5.

Since the scope of our study also included an overall comparison between the transcriptome assemblies of *A. carmichaelii* and *A. heterophyllum*, the individual de novo transcriptome assemblies of root and shoot tissue of *A. heterophyllum* were downloaded (http://14.139.240.55/NGS/download.php) and a de novo transcriptome assembly was derived by combining the published assemblies of root and shoot tissues of *A. heterophyllum* and processing them through the CD-HIT-EST program to remove redundancies. De novo transcriptome assemblies were re-annotated using the Blastx program against the NCBI-nr protein database. The de novo transcriptome assembly of *A. heterophyllum* was used for identification of SSRs, as described for *A. carmichaelii*. SSRs analysis revealed that, similar to *A. carmichaelii*, mono-nucleotide (61%) repeat was represented by the largest fraction of all SSRs in *A. heterophyllum*, followed by tri- (25.37%) and di-nucleotide (12.42%) repeats (Tables S6 and S7). The SSRs of *A. carmichaelii* and *A. hetreophyllum* identified herein provide a potential genetic marker, and are an important resource for genetic diversity assessment and comparative genetics across different *Aconitum* species.

### 2.6. Functional Classification of Tissue-Specific Unigenes of A. carmichaelii

Plant tissues are specialized to perform specific functions, and are the sites for the accumulation of several important secondary metabolites [37]. Transcript expression analysis across different tissues provides important clues about the different ongoing cellular and metabolic processes that are common across all tissues or are unique to a specific tissue type. 

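The expected fragment counts of the 4 libraries are whole numbers in the deposited tables. How fragments that match more than one unigene were divided is not given in the sources used here, so the values of unigenes from the same Trinity gene are uncertain relative to each other. FPKM divides the count of a unigene by its effective length in kilobases and by the library total. Recomputed in this way, the 62998 FPKM values of at least 10 differed from the deposited ones by at most 0.0506%. The 10 most abundant unigenes took 5.04% of the fragments in flower, 8.51% in bud, 20.7% in leaf and 17.6% in root. Under the TMM scaling of edgeR, which limits the weight of such unigenes, root values rose relative to flower by 0.62 on the log2 scale, relative to bud by 0.74 and relative to leaf by 0.17.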

In order to gain insight into the different shared/unique biological and metabolic processes across four tissues of *A. carmichaelii* at transcript expression level, clean paired-end reads were aligned to the de novo transcriptome assembly using the Bowtie 2 program [38], and normalized transcript expression in FPKM (Fragments Per Kilobase of transcript per Million mapped reads) were determined by the RSEM program [39]. Euclidean distance-based hierarchical clustering using expression of unigenes across four tissues of *A. carmichaelii* showed tissues being clustered in three groups (Figure 6a). 

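The Euclidean distance between libraries was computed on log2(FPKM + 1) over the 126887 unigenes with FPKM above 0 in at least 1 tissue. Flower and bud were the closest pair, at a distance of 454. The distance was 507 between flower and leaf, 526 between leaf and root, 551 between flower and root, 563 between bud and leaf and 598 between bud and root. The flower to bud distance was 0.895 of the next shortest one. Complete linkage joined flower with bud and then leaf with root. On FPKM without a logarithm, bud was closest to leaf, and the flower to bud distance was 1.28 times the shortest of the other distances. The distances have no replicate check.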

While flower and bud tissues were grouped in one cluster, leaf and root formed a separate cluster, suggesting a similar transcriptome expression profile within flower and bud, and a distinct expression profile between members of individual clusters. Flower and bud tissues share numerous properties including function, features, and type of metabolites being synthesized to a large extent, and so the similarity in terms of overall expression profile between them was expected. Our results thus suggest that the transcriptome profiling data of the four tissues of *A. carmichaelii* effectively captured the distinct biological processes of the four tissues.

Transcriptome expression analysis for the four tissues of *A. carmichaelii* showed 106,391, 110,504, 84,853, and 70,972 unigenes with active expression (non-zero FPKM values) in the flower, bud, leaf, and root, respectively. 

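The same numbers of unigenes with FPKM above 0 were counted in the deposited tables. Many of these unigenes rest on few fragments, with a median of 4 fragments per active unigene in flower, 5 in bud, 4 in leaf and 4 in root. Unigenes with a single fragment made up 20.3% of the active unigenes in flower, 17.3% in bud, 26.1% in leaf and 28.8% in root. A minimum of 5 fragments moved the numbers most, to 52478 in flower, 57708 in bud, 39122 in leaf and 32157 in root. With the fragments of every library thinned at random to the total of the root library (mean of 20 draws), 97553 unigenes remained active in flower, 103877 in bud and 82289 in leaf.

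**Figure D1:**
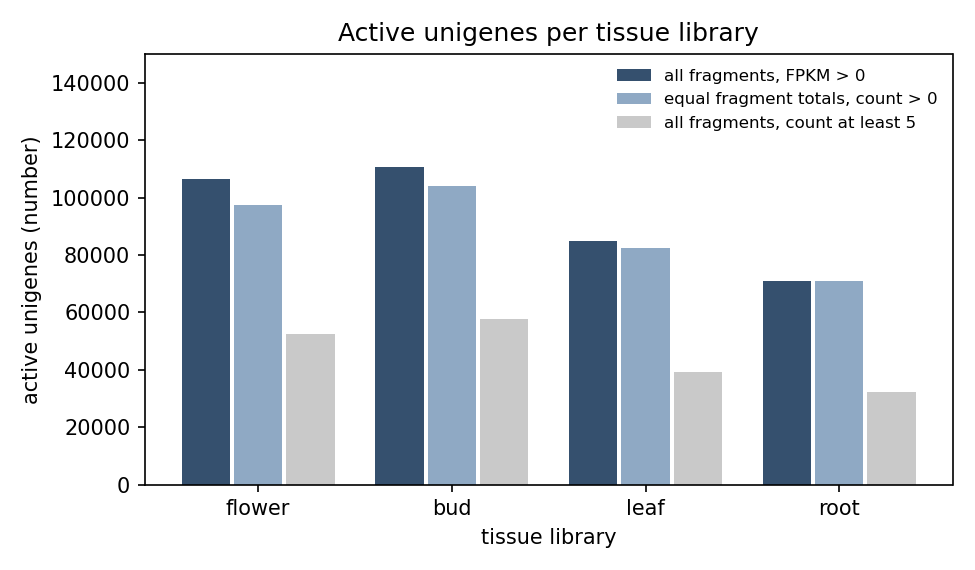
Number of active unigenes (vertical axis) in each tissue library (horizontal axis) with all fragments and FPKM above 0, with equal fragment totals, and with all fragments and a count of at least 5. Bars are single values without replicates, and root is the lowest in all 3 series, with 70972, 70972 and 32157 unigenes.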

Among actively expressed unigenes, 52,164 were common across all the four tissues of *A. carmichaelii*, while 4940, 7185, 2176 and 1170 unigenes were specifically expressed in the flower, bud, leaf, and root, respectively (Figure 6b and Table S8). 

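The unigenes active in a single tissue numbered 15471 and had a median of 2 fragments and a median length of 267 bases. Of these, 4638 had 1 fragment and 2670 had at least 5. The tissue-specific unigenes held 0.433% of the fragments of the flower library, 4.62% of bud, 0.141% of leaf and 0.215% of root. A share of at least 99% of the summed FPKM with at least 10 fragments, a rule chosen after the values were seen, moved the numbers most, to 287 in flower, 639 in bud, 121 in leaf and 146 in root. Thinning to equal totals raised them to 3491 in leaf and 2055 in root. The flower-specific unigenes with the highest FPKM were TR24715|c0_g1_i1 (4565, from 8408 fragments) and TR36407|c0_g2_i2 (2294, from 1642 fragments). In bud they were TR38359|c1_g2_i1 (9601, from 10150 fragments) and TR38359|c1_g2_i3 (8591, from 12686 fragments), which belong to the same Trinity gene. In leaf they were TR22632|c0_g1_i1 (98.8, from 81 fragments) and TR33164|c0_g3_i1 (84.5, from 30 fragments). In root they were TR50780|c0_g1_i1 (1051, from 1667 fragments) and TR32037|c0_g1_i1 (709, from 1712 fragments).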

Flower, bud, and leaf tissues of *A. carmichaelii* shared 17,685 unigenes with non-zero FPKM values, while only 1913 unigenes were shared between bud, leaf, and root. 

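Among the combinations of 3 tissues, flower, bud and root shared 8797 unigenes that were not active in leaf, and flower, leaf and root shared 1694 that were not active in bud. With at least 5 fragments required, flower, bud and leaf shared 7648 unigenes, and bud, leaf and root shared 305. With equal fragment totals these numbers were 13893 and 2695.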

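Flower and bud alone shared 15661 unigenes, bud and leaf 4590, flower and leaf 3678, bud and root 2509, flower and root 1772, and leaf and root 953. Of the active unigenes of each tissue, 95.4% in flower, 93.5% in bud, 97.4% in leaf and 98.4% in root were also active in at least 1 other tissue. Those active in all 4 tissues made up 49.0% in flower, 47.2% in bud, 61.5% in leaf and 73.5% in root.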

Our results showed that, in general, flower and bud tissues of *A. carmichaelii* shared more transcriptionally active unigenes with other tissues, while root and leaf showed a distinct set of transcriptionally active unigenes.

In order to further understand the functional classification of tissue-specific transcriptionally active unigenes, we performed GO enrichment analysis using Fisher’s exact test with tissue-specific unigenes as the test set and unigenes of *A. carmichaelii* with GO annotation as the reference set. Noticeably, among the major GO terms enriched in the flower-specific transcriptionally active unigenes were GO terms corresponding to the organic cyclic compound metabolic process and the cellular aromatic compound metabolic process, while GO terms corresponding to pollination, anatomical structure morphogenesis, the cellular aromatic compound metabolic process, and the organic cyclic compound metabolic process were highly enriched in the bud-specific transcriptionally active unigenes (Figure 6c,d). The aromatic compound biosynthetic process and the pollination process being enriched in flower-specific and bud-specific unigenes is consistent with the specialized function of these tissues, and hence further validates our approach to the annotation and characterization of *A. carmichaelii* transcriptome assembly. GO terms enriched in the leaf-specific transcriptionally active unigenes included processes such as transferase activity, transferring phosphorus-containing groups, kinase activity, catalytic activity, and nucleoside phosphate binding (Figure 6e). It is interesting to note that the root, which is the primary site of accumulation of major diterpene alkaloids of *A. carmichaelii*, showed GO terms corresponding to secondary metabolic process being significantly enriched (Figure 6f). Furthermore, tissue-specific transcriptionally active unigenes for the flower, bud, leaf and root of *A. carmichaelii* showed 135, 204, 107 and 33 of the unigenes being mapped to different KEGG pathways, respectively. 

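Table S9 lists 153 flower-specific, 226 bud-specific, 115 leaf-specific and 33 root-specific unigenes with a KEGG pathway, and each of them was active only in that tissue in the deposited tables. Their median was 3 fragments in flower, 3 in bud, 3 in leaf and 2 in root. Of these unigenes, 31 in flower, 34 in bud, 17 in leaf and 14 in root had a single fragment. At least 5 fragments were assigned to 47, 91, 37 and 8 of them, in the same order.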

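The number of tissue-specific unigenes of a pathway was set beside the number expected from the share of that pathway among the 10606 unigenes the paper maps to KEGG. In the copy of Table S9 used here, the pathway list is shortened for 11 unigenes, 9 of them in leaf, so that the counts are minimums. Amino sugar and nucleotide sugar metabolism was listed for 2 flower-specific unigenes with 6.79 expected, for 3 bud-specific unigenes with 10.0 expected and for 1 leaf-specific unigene with 5.11 expected, where the shortened lists allow up to 10. Galactose metabolism was listed for 9 unigenes in flower with 5.47 expected and for 14 in bud with 8.08 expected. It stands at the start of the list for only 1 of these in flower and 2 in bud. By the paper's formula these smaller counts, looked at after the values were seen, give its p-values in Table S9. Thiamine metabolism was listed for 37 in flower with 38.9 expected and for 70 in bud with 57.5 expected. Oxidative phosphorylation was listed for 8 in flower with 4.20 expected and for 1 in bud with 6.20 expected. Of the 31 pairs of a pathway and a tissue with a p-value in Table S9, 17 held more unigenes than expected. With at least 5 fragments required this number was 14. All pathway assignments as the reference set moved it most, to 25, which follows from the construction, since this set lowers every expected number and leaves the counts as they are.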

KEGG pathway enrichment analysis of the tissue-specific unigenes revealed that the amino sugar and nucleotide sugar metabolism pathway (map00520) was significantly enriched in the flower, bud, and leaf, while galactose metabolism (map00052), thiamine metabolism, (map00730) and oxidative phosphorylation (map00190) were significantly enriched in the flower and bud of *A. carmichaelii*. The aminobenzoate degradation pathway (map00627) was significantly enriched in the flower and leaf, while glyoxylate and dicarboxylate metabolism (map00630) and purine metabolism (map00230) were enriched in the bud and leaf. 

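Aminobenzoate degradation was listed for 19 flower-specific unigenes with 14.7 expected, and for 5 leaf-specific unigenes with 11.1 expected, where the shortened lists allow up to 14. It stands at the start of the list for only 2 of these in flower and 1 in leaf. By the paper's formula these smaller counts give its p-values in Table S9. Glyoxylate and dicarboxylate metabolism was listed for 2 bud-specific unigenes with 5.43 expected and for 8 leaf-specific unigenes with 2.76 expected. Purine metabolism was listed for 81 bud-specific unigenes with 112 expected and for 31 leaf-specific unigenes with 57.2 expected.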

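Monoterpenoid biosynthesis was listed for 5 flower-specific unigenes with 0.490 expected, and these had a median of 23 fragments. Diterpenoid biosynthesis was listed for 2 root-specific unigenes with 0.243 expected, and each of them rested on 1 fragment. None of the root-specific unigenes with at least 5 fragments was assigned to diterpenoid biosynthesis.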

Interestingly, monoterpenoid biosynthesis (map00902), which plays a significant role in flower fragrance, was enriched in flowers, while diterpenoid biosynthesis (map00904) was significantly enriched in roots of *A. carmichaleii* in accordance with the accumulation pattern of diterpene alkaloids in *A. carmichaelii*, thus validating our approach to KEGG enrichment analysis (Table S9). The root-specific unigenes assigned to the diterpenoid biosynthesis pathway included TR60126|co_g1_i1 and TR48303|c1_g4_i1, both of which were annotated as CDPS, the first enzyme driving GGPP towards the biosynthesis of diterpene alkaloids. 

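TR60126|c0_g1_i1 is 235 bases long and had an FPKM of 2.95 in root, from 1 fragment, with an exact 95% Poisson interval from 0.0748 to 16.5. TR48303|c1_g4_i1 is 246 bases long and had an FPKM of 2.59 in root, also from 1 fragment, with an interval from 0.0656 to 14.4. Both had 0 fragments in flower, bud and leaf, which allows an FPKM of up to 5.91 in flower for TR60126|c0_g1_i1 and 5.19 for TR48303|c1_g4_i1. A difference between root and the other tissues was not detectable at this depth for either unigene.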

Taken together, our results suggest that the transcriptome dataset for four tissues of *A. carmichaelii* has captured relevant biological processes.

### 2.7. Identification of Orthologous Unigenes and Transcriptome Divergence between A. carmichaelii and A. heterophyllum

Comparative transcriptome analysis using de novo transcriptome assemblies of plant species from the same or distant families offers important insights into the molecular components participating in the biosynthesis of species-specific or shared specialized metabolites [40]. Such analysis also assists in the identification of orthologous genes and reduces the number of false positives for further differential expression analysis. While our study is the first report to date on the de novo transcriptome assembly and expression analysis of aconitine-producing aconites, a transcriptome assembly of the non-aconitine-producing plant from the *Aconitum* genus, *A. heterophyllum*, offers us a unique resource [18]. Comparing the de novo transcriptome assembly of *A. carmichaelli* obtained in this study with that of *A. heterophyllum* would allow us to identify transcripts that are shared between these two species or are unique to *A. carmichaelii*, which will be important in identifying strong candidate genes associated with aconitine biosynthesis. Orthologous and species-specific unigenes were identified using the OrthoFinder program, which solves the problem of gene length bias in blast searches and outperforms the commonly used OrthoMCL in speed and accuracy [41]. De novo transcriptome assemblies of *A. heterophyllum* and *A. carmichaelii* were translated as described in the material and method Section 3.8, resulting in 128,183 and 81,607 nigenes, respectively, being translated and used as input for OrthoFinder analysis. OrthoFinder analysis resulted in a total of 20,247 orthogroups consisting of 30,633 and 26,282 unigenes of *A. carmichaelii* and *A. heterophyllum*, respectively. Among orthogroups, while 20,232 orthogroups contained at least one unigenes from both of the species, seven and eight orthogroups were identified as species-specific orthogroups consisting of 48 and 39 unigenes of *A. carmichaelii* and *A. heterophyllum*, respectively (Table 3).

Overall, 72.9% of transcriptome datasets used for OrthoFinder analysis were not assigned to any orthogroups, and represented unique unigenes present in *A. carmichaelii* and *A. heterophyllum*. Additonal data for all the identified orthogroups and unique sequences are provided in Table S10.

In order to understand the functional classification of the orthologous unigenes between these two species, we performed GO enrichment analysis using Fisher’s exact test with unigenes of *A. carmichaelii* that had orthologous genes in *A. heterophyllum* as the test set and the *A. carmichaelli* transcriptome assembly as the reference set. The majority of the enriched GO terms were associated with essential biological processes including primary metabolism, cellular structure and components, cell cycle, signal transduction, and response to stimulus among several others (Figure 7a). It is noteworthy that the GO terms corresponding to the secondary metabolic process and transcription factor activity were also significantly enriched among the orthologous unigenes, which was expected since both plant species produce pharmacologically active diterpene alkaloids. Numerous studies in the past have identified and characterized transcription factors involved in the biosynthesis and regulation of diterpene alkaloids [42,43] and, therefore, shared unigenes noted as transcription factors in *A. carmichaelii* and *A. heterophyllum* are potential candidate regulators for further functional characterization. Among the unigenes of *A. carmichaelii* that were not assigned to any of the orthogroups, the GO enrichment analysis identified GO terms corresponding to zinc-ion binding, DNA integration, ATP binding, RNA-directed DNA polymerase activity, and RNA-dependent DNA biosynthetic process as the top five GO terms being enriched (Figure 7b).

### 2.8. Identification of Putative Candidate Unigenes Associated with the Biosynthesis of Aconitine and Its Derivatives

Aconitine and its derivatives such as mesaconitine, jesaconitine, and hypaconitine are key bioactive metabolites that convey medicinal properties to *A. carmichaelii* and other aconites, the complete biosynthetic pathway of which is largely unknown. A schematic diagram of the proposed pathway for the biosynthesis of aconitine and its derivatives is shown in Figure 8a. Precursors for the biosynthesis of aconitine-type diterpene alkaloids are derived from IPP, which is the end product of both the mevalonate (MVA) and methylerythritol (MEP) biosynthetic pathway. While classical biochemists describe the MEP pathway as the only contributor of IPP for biosynthesis of diterpene alkaloids, numerous studies have now established that the MVA pathway may also contribute to the biosynthesis of diterpene alkaloids in plants through the exchange of intermediates with the MEP pathway [18]. Among the earliest biochemical reactions towards the biosynthesis of diterpene alkaloids, three molecules of IPP condense to form GGPP in the presence of enzyme GGPPS [10,11]. GGPP then undergoes proton-induced cyclization and rearrangement to form kaurene or atisane. Furthermore, atisane and kaurene are oxidized and hydroxylated in the subsequent steps, and by the incorporation of β-ethanolmaine form an atisine skeleton [12,13]. Kaurene, which also serves as an intermediate gibberellin biosynthesis, is an important metabolic intermediate for the biosynthesis of diterpene alkaloids [44].

In order to identify candidate unigenes associated with aconitine biosynthesis, we screened the annotated transcriptome assembly of *A. carmichaelii* for the homologs corresponding to the 17 enzymes of the proposed biosynthetic pathway (Figure 8a), and used stringent criteria for selecting unigenes with length and sequence similarity with top Blastx hit over 500 bps and 70%, respectively, to retain the strongest candidates for the subsequent analysis. This resulted in the selection of a total of 52 unigenes associated with the MVA pathway (21 unigenes), MEP pathway (17 unigenes), and aconitine-type diterpene alkaloid biosynthetic pathway (14 unigenes), which is summarized in Table 4. 

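Table 4 holds 17 MVA, 21 MEP and 14 post-IPP unigenes, which came from 9, 17 and 12 Trinity genes. Their FPKM values in Table S11 equal those of the deposited tables. The median number of fragments over the 4 libraries was 515 for the MVA unigenes and 253 for the MEP unigenes, and 12 of the 52 unigenes had fewer than 40. For each unigene, the library with the highest FPKM was compared with the second highest by an exact conditional binomial 95% interval of the ratio, and a tissue was called highest only where this interval excluded 1. The comparison is between single libraries.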

Unigenes associated with the MVA pathway were highly expressed in the bud and root of *A. carmichaelii*, while moderate and low expression, respectively, were observed for the flower and leaf (Figure 8b). 

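Of the 17 MVA unigenes, 8 were called highest in bud, 4 in root and none in flower or leaf, and 5 could not be called. TPM kept this order, with 7 unigenes called highest in bud and 5 in root. TMM and DESeq2 size factors changed the order of these numbers, with 5 unigenes called highest in bud and 6 in root under each. These numbers count isoforms of a Trinity gene separately. In root, AACT3 and AACT4 share a Trinity gene, as do HMGR1, HMGR2 and HMGR3. In bud, HMGS2 and HMGS3 share one, as do MVDD1 and MVDD2. With FPKM summed over Trinity genes, 4 of 9 were called highest in bud and 2 in root, and TMM was not applied to these sums. TMM with no count minimum, added after the values were seen, moved the number in bud most, to 4, with 6 in root. The summed FPKM of the 17 unigenes was 490 in bud, 326 in root, 276 in flower and 104 in leaf, a root to bud ratio of 0.666. Bud stayed first under TPM, with a root to bud ratio of 0.739. The ratio became 1.12 under TMM, 1.18 under DESeq2 size factors and 1.07 under TMM with no count minimum. The median FPKM was 28.1 in bud, 13.6 in flower, 5.65 in root and 3.90 in leaf. Root had the lowest FPKM of the 4 tissues for 8 of the 17 unigenes and leaf for 7.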

The MVA pathway contributes metabolic intermediates for the biosynthesis of sesquiterpenoids including aromatic compounds and plays an important role in attracting pollinators and seed disseminators [45,46]. Unigenes from the MVA pathway are highly expressed in the bud and flower, with enriched GO terms corresponding to the aromatic compound metabolic process being enriched in the bud-specific and flower-specific unigenes test set, which corroborates the biological functions of these tissues and further validates the quality of our transcriptome datasets. Unigenes associated with the MVA pathway showed a mixed expression trend for the roots of *A. carmichaelii*. 

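HMGR3 (TR44439|c4_g1_i1) had an FPKM of 61.9 in root and 41.0 in bud, a ratio of 1.51 (95% interval 1.34 to 1.70). The root to bud ratio was 1.20 for HMGR1 (1.01 to 1.43) and 1.20 for HMGR2 (1.06 to 1.36), and the 3 unigenes are isoforms of one Trinity gene. PMK1 (TR45726|c0_g1_i3) had 11 fragments and an FPKM of 5.65 in root, against 17 fragments and 6.33 in bud. This root to bud ratio of 0.892 has an interval from 0.378 to 2.02. PMK1 was highest in root under TMM, with a ratio of 1.17 to the next tissue (0.469 to 2.90), and summed over its Trinity gene the ratio of root to the highest other tissue was 0.615 (0.510 to 0.740). Among the unigenes with low root values, HMGS3 was 50.4-fold lower in root than in bud (26.4 to 111) and HMGS2 was 55.2-fold lower (18.6 to 269.6). HMGS1 had 0 fragments in root and was at least 3.16-fold lower there than in flower against the floor of 3 fragments. This bound leaves out the counting error of the flower value, with which the exact lower limit is 2.25. The root value was 0.248 of the bud value for HMGS4 (0.185 to 0.326), 0.339 for MVK1 (0.245 to 0.463), 0.256 for MVDD1 (0.148 to 0.421) and 0.247 for MVDD2 (0.136 to 0.424).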

While unigenes corresponding to HMGR (HMGR1, HMGR2, and HMGR3) and PMK (PMK1) were highly expressed in the root, the expression of unigenes corresponding to HMGS (HMGS1, HMGS2, HMGS3, HMGS4) MVK (MVK1), and MVDD (MVDD1, MVDD2) were relatively low compared to other tissues.

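Of the 21 MEP unigenes of Table 4, 6 were called highest in leaf, 3 in flower, 3 in root and none in bud. The number called highest in leaf was 9 with TPM, which moved it upwards, and 3 of 17 with sums over Trinity genes. Leaf had the highest or second highest FPKM for 12 of the 21 unigenes and flower for 13, and under TMM leaf had it for 16 and flower for 11. Of the 8 enzymes, 7 had at least 1 unigene with its highest or second highest FPKM in leaf, all but ISPG, and 7 had one in flower, all but ISPD. Under TPM, TMM and DESeq2 size factors all 8 had one in leaf and 6 in flower. DXS10 had an FPKM of 239.6 in flower and 9.35 in leaf, a ratio of 25.6 (21.3 to 31.1). DXR1 had 107 in flower and 58.8 in leaf. ISPH1 had 293.7 in flower and 276 in leaf, a flower to leaf ratio of 1.06 (1.01 to 1.12), and was higher in leaf under TPM, TMM and DESeq2 size factors. ISPF1 had 149.7 in leaf and 83.9 in flower, a ratio of 1.78 (1.58 to 2.02). ISPD1, ISPD2 and ISPD3 had 15.3, 15.7 and 15.3 in leaf and 6.91, 8.81 and 6.09 in flower.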

Homologs of all enzyme-coding genes of the MEP pathway were highly expressed in the leaf, while all but ISPD (ISPD1, ISPD2, and ISPD3) and ISPF (ISPF1) showed high expression in the flower of *A. carmichaelii* (Figure 8c). 

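None of DXS3, DXS6, DXS7, DXS8, DXS11 and IPPI2 was called highest in any tissue. DXS3 had 5 fragments in bud and 4 in flower, and DXS7 had 4 in each. DXS6 had 6 in bud and 8 in flower. The FPKM of DXS8 was 4.34 in bud and 2.84 in flower, a ratio of 1.53 (0.733 to 3.27). DXS11 had 16.4 in bud and 14.8 in flower, a ratio of 1.11 (0.926 to 1.32), and was highest in root under TMM and DESeq2 size factors, without a call. IPPI2 had 16.1 in bud and 16.7 in flower.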

Buds showed high expression of unigenes, corresponding to DXS (DXS3, DXS6, DXS7, DXS8, and DXS11) and IPPI (IPPI2). 

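DXS1 had 15 fragments in root and 3 in bud, a ratio of 6.90 (1.95 to 37.2). DXS2 had 26 in root and 6 in leaf, a ratio of 4.92 (1.98 to 14.6). DXS5 had 21 in root and 9 in leaf, a ratio of 2.65 (1.16 to 6.56), which was 2.25 (0.987 to 5.57) with TPM. DXS4 had 11 in root and 5 in leaf, a ratio of 2.50 (0.800 to 9.17), so that its difference from leaf was within counting error. With 0 fragments in flower and in bud, DXS4 was at least 5.41-fold higher in root than in flower against the floor (exact lower limit 3.70). ISPG had an FPKM of 170.2 in root, 176 in flower, 169 in leaf and 34.9 in bud. Its root to flower ratio of 0.965 (0.914 to 1.02) became a ratio of 1.13 to leaf, the next tissue, under TMM (1.07 to 1.20). Under TPM the order was the opposite, with leaf called highest and a root to leaf ratio of 0.853 (0.804 to 0.904). IPPI2 had its lowest FPKM in root, at 10.1, and was 1.66-fold higher in flower (1.34 to 2.07). Under TMM and DESeq2 size factors IPPI2 was lowest in bud, with a root to bud ratio of 1.04 and 1.10.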

Compared to these three tissues of *A. carmichaelii*, the root showed high expression for unigenes annotated as homologs of DXS (DXS1. DXS2, DXS4, and DXS5), and moderate expression for unigenes annotated as ISPG (ISPG1) and IPPI (IPPI2). High expression of unigenes corresponding to the homologs of plastidial MEP pathway in the leaf compared to the rest of the tissues was expected and further validates our de novo transcriptome assembly, annotation, filtering criteria, and expression analysis strategy.

In order to understand the biosynthetic pathway of aconitine biosynthesis post-IPP synthesis, we investigated the expression of three known genes associated with the biogenesis of aconitine-type diterpene alkaloids, namely, GGPPS, CDPS, and KS. 

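CDPS4 (TR36243|c0_g1_i1, 2342 bases) had 112 fragments in root, 14 in flower, 6 in bud and 5 in leaf. Its FPKM of 10.7 in root was 11.7 times that in flower, the next tissue (95% interval 6.72 to 22.2). KS1 (TR44693|c0_g3_i1, 1120 bases) had 135 fragments in root, 7 in bud, 4 in flower and 1 in leaf. Its FPKM was 29.5 in root and 1.11 in bud, a ratio of 26.5 (12.5 to 67.3). KS2 (TR44693|c0_g1_i2, 1539 bases) had 213 fragments in root, 20 in bud, 3 in flower and 0 in leaf. Its FPKM was 32.3 in root and 2.21 in bud, a ratio of 14.7 (9.25 to 24.5), and it was at least 79.95-fold higher in root than in leaf against the floor of 3 fragments (exact lower limit 64.5). GGPPS1 (TR47410|c1_g2_i2, 1384 bases) had 587 fragments and an FPKM of 100.5 in root, 79.4 in bud, 78.0 in flower and 51.2 in leaf. Its root to bud ratio was 1.27 (1.13 to 1.42). KS3 (TR48214|c4_g1_i1), the remaining KS unigene, had 6 fragments and an FPKM of 0.630 in root. DESeq2 size factors moved the ratio of KS1 most, to 46.9 (22.1 to 119).

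**Figure D2:**
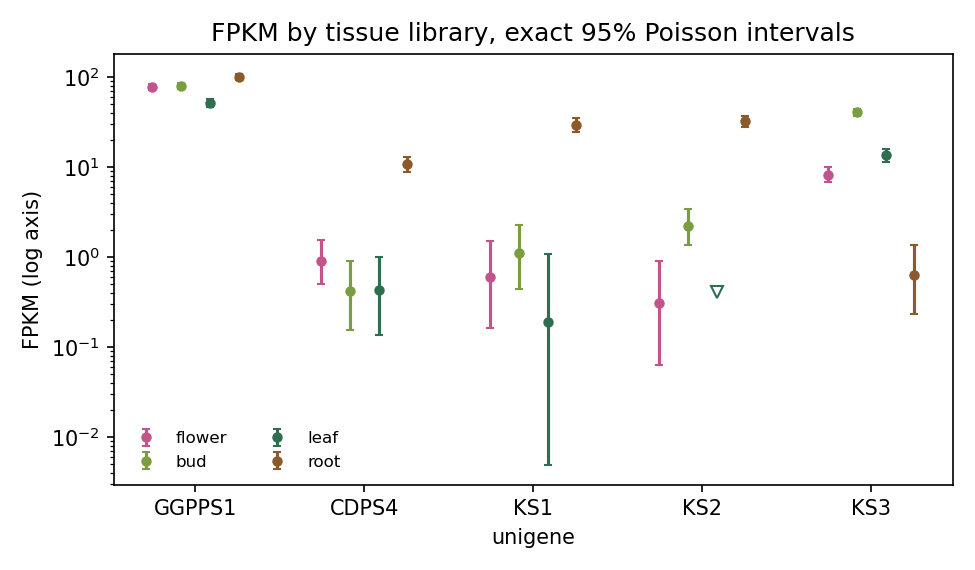
FPKM on a logarithmic axis for 5 post-IPP unigenes in the 4 tissue libraries. Points are single libraries, bars are exact 95% Poisson intervals of the fragment counts, and the open triangle marks 3 fragments where the count was 0. The root points of CDPS4, KS1 and KS2 lie above those of the other tissues, and the root point of KS3 lies below them.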

Homologs of GGPPS (GGPPS1), CDPS (CDPS4), and KS (KS1, KS2) showed high expression in root of *A. carmichaelii* (Figure 8d). While homologs of one of the three genes associated with aconitine biosynthesis, GGPPS (GGPPS3, GGPPS4, GGPPS5, and GGPPS7), were highly expressed in flowers, homologs of both GGPPS (GGPPS7) and KS (KS3) were highly expressed in buds. 

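GGPPS4 had an FPKM of 14.8 in flower and 10.6 in leaf, a ratio of 1.40 (1.05 to 1.88), and GGPPS5 had 27.0 and 18.3, a ratio of 1.47 (1.21 to 1.80). Under TPM the ratio fell to 1.05 for GGPPS4 (0.791 to 1.41) and to 1.11 for GGPPS5 (0.911 to 1.35), and neither was called highest. GGPPS3 had 11 fragments in flower and 9 in bud, and GGPPS7 had 16 in flower and 15 in bud, so that neither pair could be separated at this depth. KS3 had an FPKM of 40.3 in bud, 13.6 in leaf and 8.25 in flower, with a bud to leaf ratio of 2.97 (2.47 to 3.60).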

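GGPPS6 had an FPKM of 116.7 in leaf and 78.2 in flower, a ratio of 1.49 (1.35 to 1.65). GGPPS2 had 9.20 in leaf and 6.22 in root, a ratio of 1.48 (0.922 to 2.41) that among the scalings was called only with TPM, at 1.74 (1.09 to 2.84). CDPS1 had 15 fragments in leaf and 0 in root and was at least 4.42-fold higher in leaf than in root against the floor (exact lower limit 3.17). CDPS2 had 84 fragments in leaf and 0 in root and was at least 24.8-fold higher in leaf (exact lower limit 19.7). CDPS3 had an FPKM of 13.5 in leaf and 7.09 in bud, a ratio of 1.90 (1.37 to 2.65). Of the KS unigenes, KS1 had 1 fragment in leaf and KS2 had none there, while the leaf value of KS3 was 1.65 times its flower value (1.28 to 2.12) and 21.5 times its root value (9.63 to 59.5).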

For the leaf tissue of *A. carmichaelii*, unigenes annotated as GGPPS (GGPPS2 and GGPPS6) and CDPS (CDPS1, CDPS2, and CDPS3) were highly expressed, while homologs for KS showed low expression compared to the other three tissues. 

The expression values of all 52 unigenes associated with aconitine-type diterpene alkaloids (Table S11) were used to perform correlation analysis across four tissues of *A. carmichaelii* using Pearson’s distance matrix. Correlation analysis showed all of the 52 unigenes grouped into three major clusters, none of which included unigenes associated with the complete MEP/MVA pathway together with GGPPS, CDPS, and KS (Figure S2). Unigenes grouped in Cluster 1 were highly expressed in the flower and bud, while the unigenes grouped in Clusters 2 and 3 were highly expressed in the leaf and root of *A. carmichaelii*, respectively. It is noteworthy that Cluster 3, which showed high expression of grouped unigenes in the root, included unigenes annotated as AACT (AACT3, AACT4), HMGR (HMGR1, HMGR2, HMGR3), DXS (DXS1, DXS2, DXS4, DXS5), GGPPS (GGPPS1), CDPS (CDPS4), and KS (KS1, KS2), among which HMGR and DXS have been reported as the bottleneck enzymes of the MVA and MEP pathways, respectively [47]. 

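All 13 unigenes listed for the cluster had their highest FPKM in root, and 11 of them were called highest there. They came from 10 Trinity genes. AACT3 had a root to bud ratio of 1.27 (1.02 to 1.59) and AACT4 one of 1.16 (0.940 to 1.42). When the 52 unigenes were grouped into 3 clusters by complete linkage on 1 minus Pearson's coefficient, the cluster with these 13 unigenes also held 9 others that were highest in bud. With average linkage, also chosen after the values were seen, it held the 13 and 1 other, PMK1. With log2(FPKM + 1), a setting chosen after the values were seen, the 13 were divided, with 7 in one cluster and 6 in another. With 4 libraries a test of the coefficient has little power, and none was made.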

Root-specific co-expression of CDPS and KS, key enzymes for the committed step towards biosynthesis of diterpene alkaloids, is consistent with previous reports on the accumulation of aconitine-type metabolites in the roots of *A. carmichaelii*. Several studies have reported that CDPS is involved in the tissue-specific accumulation of diterpene alkaloids [48,49]. Two CDPSs have been reported in rice to be localized differentially owing to their distinct biological role, with high expression in the vascular bundle tissues for GA biosynthesis (OsCPS1) and epidermal cells for the biosynthesis of phytoalexins (OsCPS2), respectively [50]. Since the root is the main tissue where we see the accumulation of aconitine-type diterpene alkaloids, our qualitative results suggesting high expression of unigenes annotated as the key enzymes of the aconitine-type diterpene alkaloids biosynthetic pathway seem to be quite significant. While unigenes corresponding to HMGR were also reported to be highly upregulated in roots of *A. heterophyllum* [18], the expression of GGPPS and CDPS were downregulated in the root compared to the shoot, and the expression of KS showed non-significant modulation in the two tissues [51]. These results indicate the probability of CDPS being the rate-limiting step towards the biosynthesis of aconitine-type diterpene alkaloids. In an attempt to elucidate the biosynthesis of atisine in *A. hetreophyllum*, Kumar et al. proposed that both kaurene and atisane undergo oxidation and subsequent hydroxylation to form steviol and atisenol, respectively. While kaurene oxidase (KO) and kaurenoic acid hydroxylase (KH) are characterized to catalyze the oxidation and hydroxylation reactions of kaurene, respectively, the enzyme responsible for catalyzing these reactions of atisane remains unknown. The incorporation of β-aminoethanol moiety in the atisane and steviol facilitates the formation of an atisine skeleton. While the accumulation of steviol has been reported in *A. heterophyllum*, it has not been detected in *A. carmichaelii* [51]. Consistent with this, we were also not able to identify the unigene annotated as kaurenoic acid hydroxylase in our transcriptome dataset, indicating that atisine biosynthesis in *A. carmichaelii* most likely takes the atisenol route.

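Root had the highest FPKM for 5 of the 17 MVA unigenes, 4 of the 21 MEP unigenes and 4 of the 14 post-IPP unigenes. It had the lowest FPKM for 10 of the MEP unigenes and 8 of the post-IPP unigenes. Under TMM and under DESeq2 size factors root was lowest for 5 and highest for 6 of the MEP unigenes. The summed FPKM of the MEP unigenes was 1124 in flower, 1046 in leaf, 543 in root and 366 in bud, and leaf had the highest sum under TPM, TMM and DESeq2 size factors. The summed FPKM of the post-IPP unigenes was 269 in leaf, 237 in bud, 220.2 in flower and 215 in root. Root had the second highest post-IPP sum under these 3 scalings, with a root to bud ratio of 1.01 under TPM, 1.52 under TMM and 1.60 under DESeq2 size factors.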

Expression analysis of unigenes demonstrated that, while all enzyme coding genes of the MVA and MEP pathway were not highly expressed in the root, enzymes associated with aconitine-type diterpene alkaloid biosynthesis, namely, GGPPS, CDPS, and KS, showed high expression in the root of *A. carmichaelii*. Biosynthesis of aconitine-type diterpene alkaloids is not completely understood, except that it is derived from a kaurene/atisane ring formed through the cyclization of GGPP mediated by CDPS and KS. High expression of unigenes annotated as homologs of GGPPS, CDPS, and KS in roots, which accumulate diterpene alkaloids, suggests that roots are an active biosynthetic site. 

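The root ratios of the 4 unigenes remained above 1, with intervals that excluded 1, under each scaling that was tried. Under TMM the ratio of root to the highest other tissue was 18.0 for CDPS4 (10.3 to 34.0), 44.4 for KS1 (21.0 to 113), 24.5 for KS2 (15.5 to 41.0) and 1.98 for GGPPS1 (1.77 to 2.21). The paper sets the high root expression of GGPPS, CDPS and KS beside the accumulation of diterpene alkaloids in the root, and from this proposes that the root is an active site of their biosynthesis. From its results the paper further speculates that precursors may be made in other tissues and moved to the root.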

Our results led us to speculate that the precursors for aconitine-type diterpene alkaloids may be synthesized in tissues other than the root, which then are transported to the root, where they are acted upon by key enzymes including GGPPS, CDPS, and KS to form an atisine skeleton. Subsequently, further oxidations, as well as the loss of carbon atoms, may lead to a wide range of C_20_- and C_19_-type diterpene alkaloids. Several studies have previously reported the tissue compartmentalization of precursors, intermediates, and final products in highly specialized cells as well as in different plant tissues [52,53], and *A. carmichaelii* may have a similar strategy for synthesizing aconitine-type diterpene alkaloids. Further studies focusing on tracing the intermediates across different tissues of *A. carmichaelii* and functional characterization of enzymes involved in the biosynthesis of aconitine-type diterpene alkaloids would be required to establish whether the biosynthesis is localized to one tissue or a concerted interaction between different tissues is necessary.

### 2.9. Phylogenetic Analysis of Unigenes Annotated as Cytochrome P450 with Highest Expression in Root

Terpenoid biosynthesis involves two major enzyme families, the terpene synthases and cytochrome P450s. Terpene synthase catalyzes cyclization of GGPP, which later is oxidatively functionalized by CYP450s through biochemical reactions including hydroxylation, alkylation, and esterification. CYP450s, therefore, play a decisive role in driving the diversification of the terpenoids with a wide range of bioactivity [54]. Although several studies in the past have identified and functionally characterized CYP450s involved in the biosynthesis of terpenoids such as taxane, tanshiones, and artemisinin, little is known about the different CYP450s involved in the biosynthesis of aconitine-type diterpene alkaloids. The annotated *A. carmichaelii* de novo transcriptome assembly included 124 unigenes annotated as cytochrome P450 with sequence length over 500 bps, alignment length over 100 bps, and sequence similarity with its corresponding homologs over 75%. Among these, 21 unigenes were highly correlated with CDPS4 and KS2 with a correlation coefficient over 0.85 and were highly expressed in roots (Table S12). 

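The 21 unigenes of Table S12 came from 16 Trinity genes, and 5 of them are isoforms of TR47900|c2_g2. All 21 had their highest FPKM in root, and 17 were called highest there. The ratio of root to the next tissue had a median of 3.27 with TR4759|c0_g1_i1, which had 0 fragments in the other tissues, at its bound against the floor of 3 fragments, and of 5.00 with it placed above the rest. Among the unigenes with fragments in another tissue it was largest for TR34564|c0_g1_i1, at 55.6 (29.9 to 117), with an FPKM of 52.8 in root. With a coefficient over 0.85 against both CDPS4 and KS2, 20 of the 21 passed. TR32515|c0_g1_i1 did not pass, and its coefficient with KS2 in Table S12 is also under that limit. On log2(FPKM + 1), the setting that moved this number most, 7 passed. Of the 46694 unigenes over 500 bases with at least 1 fragment, 3756 met the same expression criteria, which is 8.04%. This share depends on the scaling and was 15.3% under TMM, 16.0% under DESeq2 size factors and 4.56% on log2(FPKM + 1). They made up 56.5% of the 6643 such unigenes with their highest FPKM in root.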

Since the root of *A. carmichaelii* is the main tissue for the accumulation of aconitine-type diterpene alkaloids, for these unigenes with the highest expression in roots and co-expressed with CDPS4 and KS2, terpene synthase, which provides a substrate for enzymes belonging to the CYP450 family, represents a potential candidate for participating in its biosynthesis. Phylogenetic analysis of these 21 unigenes was performed together with 54 CYPs, which are known to participate in terpenoid biosynthesis in different plant species (Table S13). As a result, 18 of these unigenes were grouped as A type (CYP 71 clan), whereas three of them were classified as non-A type (Figure 9). 

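TR45846|c2_g1_i3 had an FPKM of 6.77 in root and 5.11 in bud, a ratio of 1.32 (0.883 to 1.98), and was not called highest in root. It was called highest there under TMM, with a ratio of 1.80 to leaf (1.15 to 2.84), and under DESeq2 size factors, at 1.84 (1.18 to 2.90). Summed over the unigenes of its Trinity gene, the root value was 0.238 of the highest other tissue (0.177 to 0.317). The other 2 identifiers the paper names here are not in the deposited tables. The similar TR47900|c0_g2_i1 and TR46389|c0_g3_i3 of Table S12 were used, and whether they are the ones meant is not known. TR47900|c0_g2_i1 had 45.3 in root and 16.0 in leaf, a ratio of 2.83 (1.93 to 4.24). TR46389|c0_g3_i3 had 7 fragments in root and 5 in bud, a ratio of 1.93 (0.528 to 7.72), and 0.963 (0.831 to 1.11) when summed over its Trinity gene.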

Among the unigenes belonging to non-A type, TR45846|c2_g1_i3 was clustered in the CYP 97 family together with CYPs of *A. thaliana* participating in the carotene hydroxylation reaction, while two of them, TR47900|c2_g2_i1 and TR46389_c0_g3_i1, stood independently. Among various clans of cytochrome P450, the CYP71 clan is the largest clan in plants and contains more than 50% of all the cytochrome P450s identified so far. The majority of these are not yet functionally known, but those that have been characterized mainly participate as monoterpenoids, sesquiterpenoids, and diterpene alkaloids modifying enzymes [55,56]. Within the unigenes of *A. carmichaelii* that were clustered in the CYP71 clan, while the majority of them formed a separate and independent cluster from the rest of the CYP450s, TR44568|co_g1_i4, TR45117|c1_g1_i3, and TR45117|c1_g1_i1 were remarkable because they were the nearest neighbors to CYP76M7 and CYP76M8 of rice, which are reported to be located within the gene cluster together with CDPS and KS and participate in the hydroxylation of ent-cassadiene to form phytocassanes [57]. 

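TR45117|c1_g1_i1 had 108 fragments and an FPKM of 30.4 in root and 1.72 in flower, a ratio of 17.7 (8.96 to 39.6). TR45117|c1_g1_i3, an isoform of the same Trinity gene, had 76.9 in root and 13.1 in flower, a ratio of 5.86 (4.43 to 7.86). TR44568|c0_g1_i4 had 11 fragments in root and 7 in leaf, a ratio of 1.78 (0.632 to 5.43) that does not exclude equal values.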

Co-clustering of these three unigenes with the CYPs involved in secondary metabolite production in rice may suggest their potential role in catalyzing the subsequent conversion of atisane to form atisenol, leading to the biosynthesis of atisine in *A. carmichaelii*. Further investigations would be required to confirm the function of these unigenes in the biosynthesis of aconitine-type diterpene alkaloids.

## 3. Materials and Methods

### 3.1. Plant Materials

*A. carmichaelii* plants (plant material No. 0871-09TS in NIBIOHN) were grown in natural conditions at the Tsukuba Division, Research Center for Medicinal Plant Resources, National Institutes of Biomedical Innovation, Health and Nutrition (NIBIOHN, Tsukuba, Japan). All four tissue types, namely flower, bud, leaf, and root, were harvested on ice in the month of September 2014 and snap frozen using liquid nitrogen before storing at −80 °C until RNA extraction.

### 3.2. RNA Isolation and cDNA Library Preparation

Frozen tissues of *A. carmichaelii* were used for RNA extraction and cDNA library preparation. RNA extraction, RNA integrity analysis, mRNA sample preparation, fragmentation of isolated mRNA, and cDNA library preparation for Illumina sequencing were performed as described previously [40]. 

### 3.3. Illumina Sequencing

The cDNA library thus prepared for each tissue of *A. carmichaelii* was sequenced using an Illumina HiSeq™ 2000 sequencer (Illumina, Inc., San Diego, CA, USA), and paired-end reads were obtained with an average length of 101 bps. Preparation and shearing of mRNA, cDNA library preparation, and sequencing were performed at Kazusa DNA Research Institute, Chiba, Japan. The raw sequence reads for all four tissues of *A. carmichaelii*, their expression value, and the de novo transcriptome assembly used in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO), and are available at GEO series accession number GSE106247 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106247).

### 3.4. RNA-Seq Raw Reads Pre-Processing, De Novo Transcriptome Assembly, and Functional Classification of Unigenes

Raw sequencing reads thus generated were preprocessed through the Trimmomatic program to remove adaptor sequences, short reads, reads with ambiguous ‘N’ base >5%, and low-quality reads (phred score < 30). Paired-end processed reads, as well as unpaired high-quality reads that lost their corresponding sequence partner due to Trimmomatic filtering, for all four tissue types were combined to build a de novo transcriptome assembly of *A. carmichaelii*. Three popular assemblers, namely CLC Genomics Workbench 8.0.3 (https://www.qiagenbioinformatics.com/), SOAPdenovo-Trans [24], and Trinity [25], were used for generating transcriptome assemblies. The de novo transcriptome assembly resulting from the Trinity program showed the best assembly statistics and was further processed through the CD-HIT-EST program [26] for sequence redundancy removal, and subsequently used for annotation and characterization. The unigenes thus obtained were used for the read alignment and abundance estimation in individual tissues of *A. carmichaelii* using Bowtie 2.0 [38] and RSEM [39], respectively. Unigene expression was calculated in terms of Fragments per Kilobase exon per million mapped fragments (FPKM). Correlation analysis was performed for all four tissues through the DeSeq2 program of the R-package [58]. All heat maps depicting the expression levels of unigenes across the four tissue types were created using Heatmap2.0 of R-package.

The de novo transcriptome assembly was annotated using a Blastx-based homology search against the NCBI-nr database with an *E*-value cutoff <10^−5^, and the top Blastx hit was used to assign sequence description and putative functionality to the unigenes. Further, Blast2GO was used to obtain GO terms, EC number, and KEGG pathway-based annotation for the unigenes of *A. carmichaelii*. For the identification of unigenes involved in the aconitine-type diterpene alkaloid biosynthesis, the annotated transcriptome assembly was screened for the homologs of the associated enzymes, and candidate unigenes were selected that had a length greater than 500 bps and a sequence similarity with top Blastx hit of over 70%. 

### 3.5. Identification of Simple Sequence Repeats (SSRs)

The de novo transcriptome assembly of *A. carmichaelii* was scanned for simple sequence repeats using the Microsatellite Identification Tool (MISA) [59] with the search parameters described previously [40]. The SSRs for *A. heterophyllum* were also identified using the approach described above.

### 3.6. GO Enrichment Analysis 

Tissue-specific unigenes of *A. carmichaelii* with non-zero FPKM values as the test set were used against unigenes of *A. carmichaelii* with GO annotation as the reference set to perform GO enrichment analysis using Blast2GO [30] as described previously [40]. GO enrichment analysis based on Fisher’s exact test was performed with a *p*-value cutoff set at 0.05. Furthermore, a hypergeometric test with Benjamini and Hochberg false discovery rate correction was also performed. GO enrichment analysis of unigenes of *A. carmichaelii* shared between *A. carmichaelii* and *A. heterophyllum*, and of unigenes specific to *A. carmichaelii*, was performed using a similar approach to that described above.

### 3.7. KEGG Pathway Enrichment Analysis

For KEGG pathway enrichment analysis, all the unigenes of *A. carmichaelii* mapped on to the KEGG pathway and the tissue-specific unigenes mapped on to the pathway were selected as the reference set and test set, respectively. In order to identify the significantly enriched KEGG pathway, a hypergeometric test was used to calculate the p-value using the following formula:

$$P\;\left(X=x\right)=h\;\left(x;n,M,N\right)=\frac{\left(\begin{array}{c} M\\ x \end{array}\right)\;\left(\begin{array}{c} N-M\\ n-x \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}.$$

Note: *x* represents the number of unigenes mapped to a certain KEGG pathway in the test set, *n* represents total number of unigenes in the test set mapped to KEGG pathway, *M* represents the number of unigenes in the reference set mapped to a certain KEGG pathway and *N* represents the total number of unigenes in a reference set mapped to the KEGG pathway.

### 3.8. Comparative Transcriptome Analysis of A. carmichaelii and A. heterophyllum 

The de novo transcriptome assemblies of *A. carmichaelii* and *A. heterophyllum* were translated into corresponding protein sequences by picking a translational frame that was used for annotation based on the Blastx results or resulting in longer amino acids. The translated proteins thus obtained were used to identify conserved orthogroups between the two plant species using OrthoFinder with its default parameters [41]. Orthologs and unique sequences were determined for both individual species as well as two-way comparisons.

### 3.9. Phylogenetic Analysis

The unigene of *A. carmichaelii* denoted as cytochrome P450, having a sequence length of over 500 bps, alignment length and sequence similarity with the top Blastx hit of over 100 bps and 75%, respectively, and high expression correlation with CDPS4 and KS2, was selected for phylogenetic analysis. These selected unigenes were translated to their corresponding protein sequences by selecting the translation frame that resulted in the longest amino acid sequence while starting with methionine using Biology Workbench online tool (http://workbench.sdsc.edu/). Protein sequences of cytochrome P450 annotated unigenes and previously characterized cyp450s involved in the biosynthesis of terpenoids in other plant species were aligned using the MUSCLE program, and evolutionary distances were inferred using the maximum likelihood method, based on a Jones–Taylor–Thornton (JTT) matrix-based model with bootstrap values obtained after 1000 replications using MEGA6 software [60].

## 4. Conclusions

In this study, we established de novo transcriptome assembly of *A. carmichaelii* using four tissue types, namely flower, bud, leaf, and root. Through sequence-homology-based transcriptome annotation coupled with co-expression analysis, we identified potential candidate unigenes involved in the biosynthesis of aconitine-type diterpenoids. Transcript abundance analysis showed unigenes corresponding to the key enzymes, catalyzing the committed step in the biosynthesis of diterpenoids, to be highly expressed in the root. We also identified candidate unigenes, designated as cytochrome P450s, which putatively are involved in the diversification of aconitine-type metabolites. Moreover, comparative transcriptomics analysis using de novo transcriptome assemblies of *A. carmichaelii* with *A. heterophyllum* enabled us to identify orthologue genes between these two plant species. Interestingly, GO enrichment analysis of the orthologue genes revealed essential biological processes together with secondary metabolic processes to be highly enriched. In this first deep transcriptome analysis of aconitine producing medicinal plant *A. carmichaelii*, we report potential candidate genes associated with aconitine and aconitine-derived diterpene alkaloids highly expressed in the roots. This study, being the first deep transcriptomic resource of *A. carmichaelii*, lays the foundation for future studies on the functional characterization of candidate genes involved in the biosynthesis of toxic aconitine-type diester–diterpenoids, which could improve the production of pharmaceutically important metabolites through metabolic engineering.

## Figures and Tables

**Figure 1:**
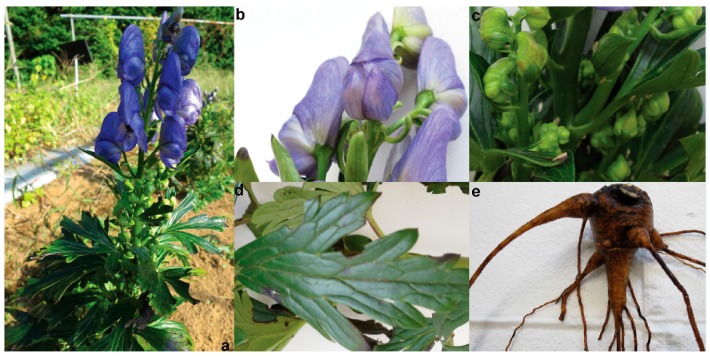
Tissues of *A. carmichaelii* used for de novo transcriptome assembly. (**a**) *A. carmichaelii* plant growing in natural condition; (**b**) flower; (**c**) bud; (**d**) leaf; and (**e**) root.

**Figure 2:**
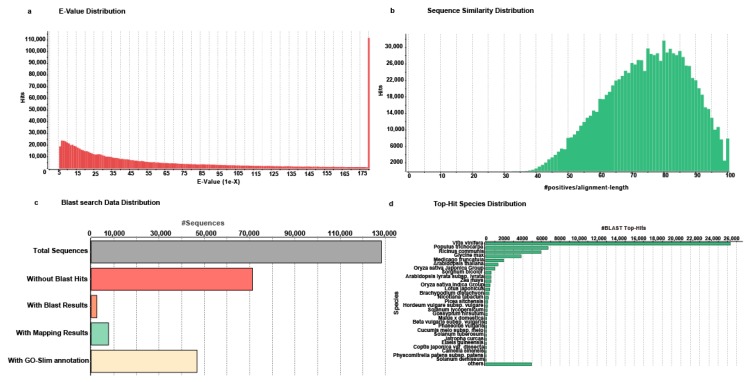
Characterization of *A. carmichaelii* unigenes using Blastx program against the NCBI-non-redundant (nr) database. (**a**) *E*-value distribution of top Blastx hits for each unigene; (**b**) sequence similarity distribution plot based on the top Blastx hits for the annotated unigenes; (**c**) Blastx search-based data distribution; (**d**) species distribution of the top Blastx hits of annotated unigenes.

**Figure 3:**
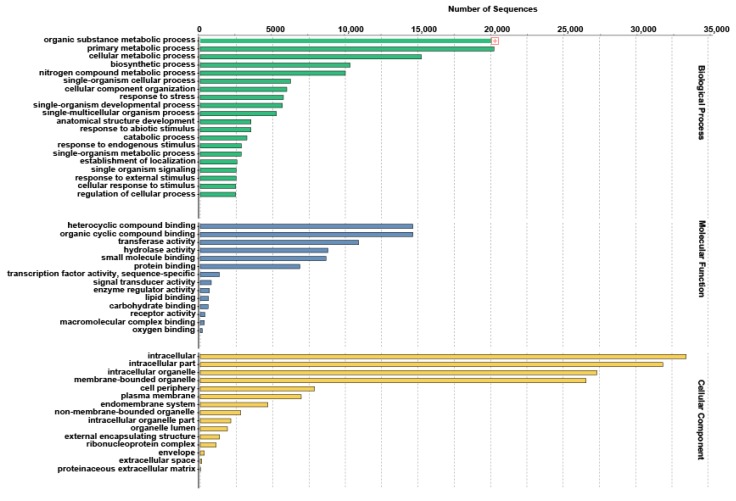
Gene ontology (GO) distribution in de novo transcriptome assembly of *A. carmichaelii*. GO terms for all annotated unigenes based on Blastx results at GO annotation level 3 are summarized in three functional categories: biological processes (BP), molecular function (MF), and cellular component (CC).

**Figure 4:**
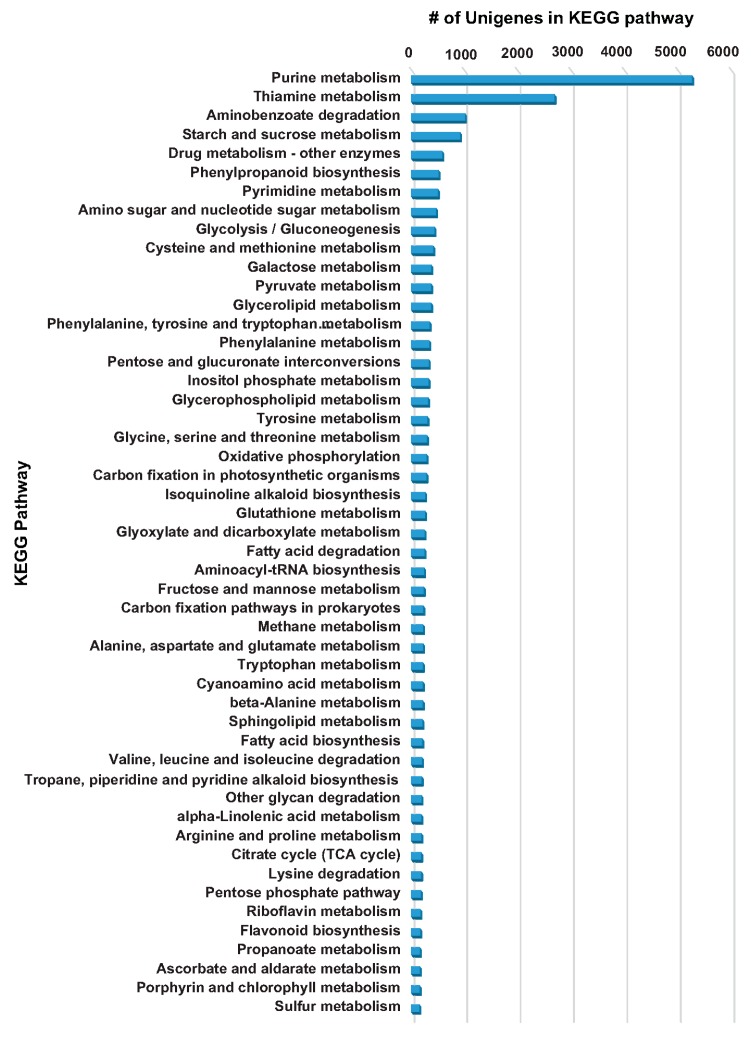
Functional annotation of the *A. carmichaelii* transcriptome assembly by KEGG pathways database. Top 50 KEGG pathways based on the number of assigned unigenes of *A. carmichaelii* transcriptome assembly.

**Figure 5:**
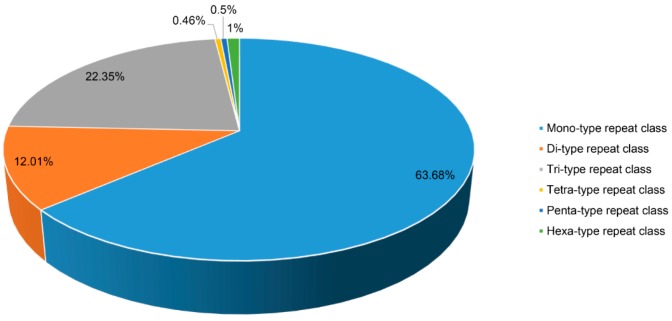
SSRs detected in *A. carmichaelii* transcriptome assembly. Distribution of different repeat type classes of SSR.

**Figure 6:**
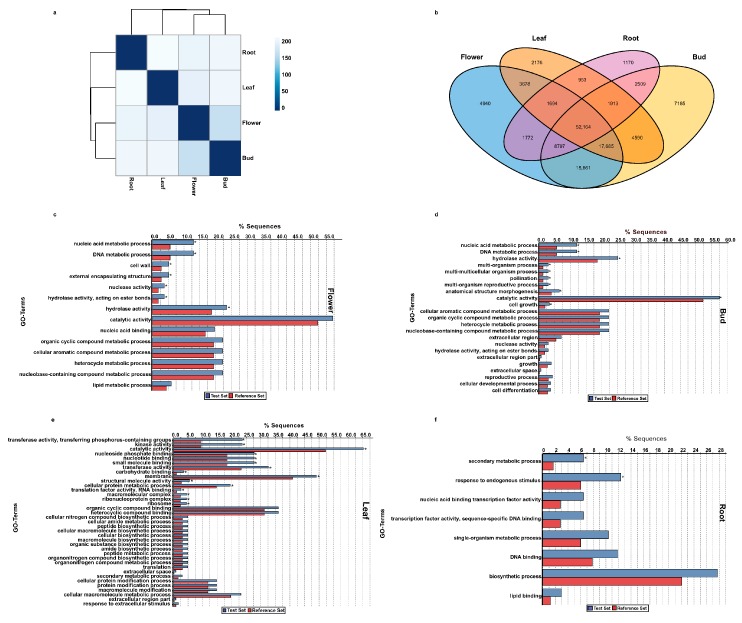
Transcriptome expression analysis across four tissues. (**a**) Euclidean distance-based hierarchical clustering using expression value of unigenes with non-zero FPKM across four tissues of *A. carmichaelii*; (**b**) Venn diagram of tissue-specific unigenes (FPKM > 0); (**c**–**f**) GO enrichment analysis for tissue-specific unigenes. Using tissue-specific unigenes as a test set and unigenes of *A. carmichaelii* with GO annotation as a reference set, gene ontology enrichment analysis was performed using Fisher’s exact test with the *p* value cut-off set as < 0.05. * represents enriched GO terms with FDR < 0.05.

**Figure 7:**
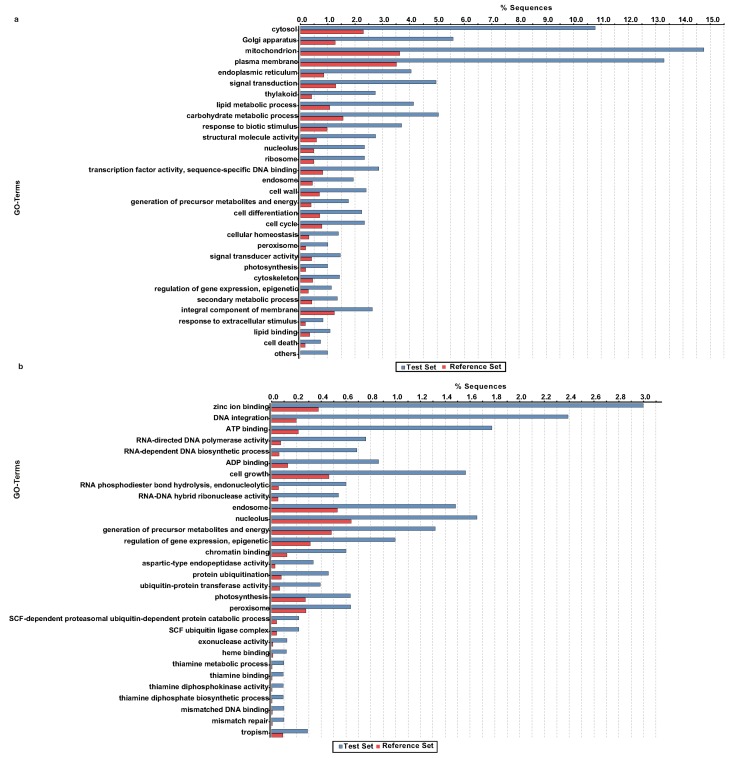
Comparative transcriptome analysis of *A. carmichaelii* and *A. heterophyllum*. (**a**) Gene ontology enrichment analysis for common orthologue unigenes between *A. carmichaelii* and *A. heterophyllum*; (**b**) gene ontology enrichment analysis for unassigned transcripts of *A. carmichaelii*. Using orthologue unigenes or unigenes unassigned to any clusters as a test set, respectively, and *A. carmichaelii* as the reference set, gene ontology enrichment analysis was performed using Fisher’s exact test with the *p* value cut-off set at <0.05.

**Figure 8:**
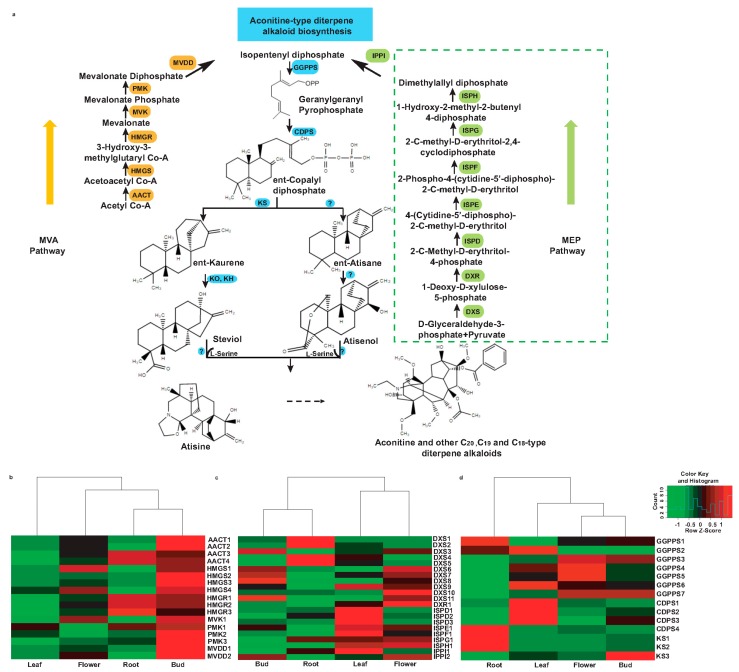
Schematics of the putative aconitine biosynthetic pathway, and the differential expression of the unigenes involved in *A. carmichaelii*. (**a**) Proposed pathway of aconitine biosynthesis; (**b**) expression of unigenes involved in MVA pathway; (**c**) expression of unigenes involved in MEP pathway; (**d**) expression of unigenes involved in diterpene alkaloid biosynthesis. Abbreviations: AACT (acetoacetyl-CoA thiolase), HMGR (3-hydroxy-3-methylglutaryl-CoA reductase), HMGS (3-hydroxy-3-methylglutaryl-CoA synthase), MVK (mevalonate kinase), PMK (phosphomevalonate kinase), MVDD (mevalonate diphosphate decarboxylase), DXS (1-deoxy-d-xylulose 5-phosphate synthase), DXR (1-deoxy-d-xylulose 5-phosphate reductoisomerase), ISPD (2-*C*-methyl-d-erythritol 4-phosphate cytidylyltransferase), ISPE (4-(cytidine-5′-diphospho)-2-*C*-methyl-d-erythritol kinase), ISPF (2-*C*-methyl-d-erythritol 2,4-cyclodiphosphate synthase), ISPG ((*E*)-4-hydroxy-3-methylbut-2-enyl diphosphate synthase), ISPH ((*E*)-4-hydroxy-3-methylbut-2-enyl diphosphate reductase), IPPI (isopentenyl diphosphate isomerase), GGPPS (geranylgeranyl pyrophosphate synthase), CDPS (ent-copalyl diphosphate synthase), KS (kaurene synthase), KO (Kaurene oxidase), and KH (Kaurenoic acid hydroxylase).

**Figure 9:**
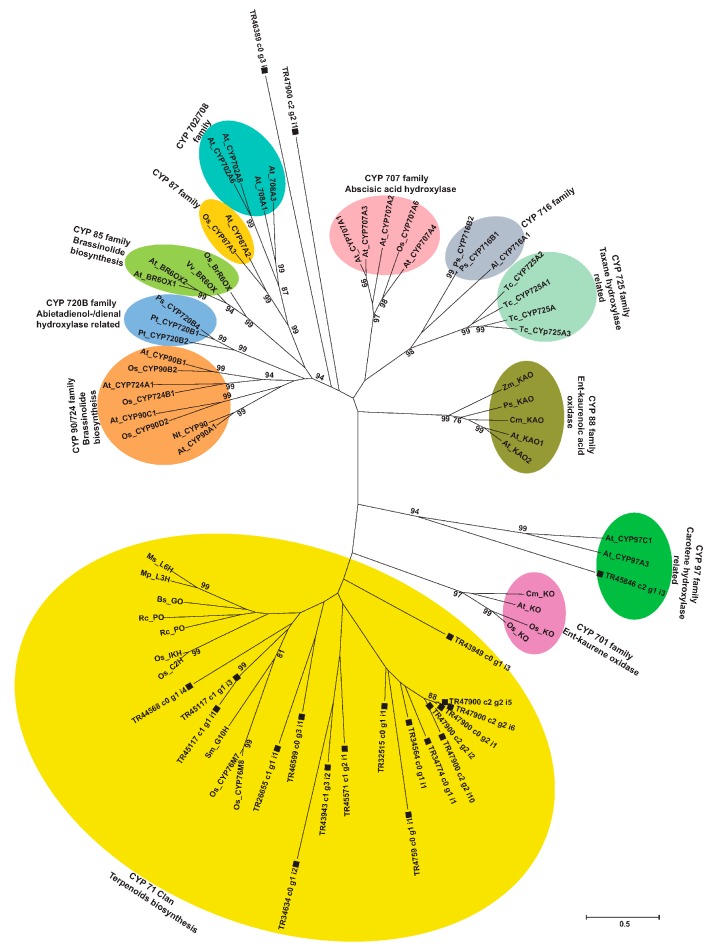
Phylogenetic analysis of unigenes, highly correlated with CDPS4 and KS2 expression and annotated as CYP450s, together with functionally characterized CYPs involved in the terpenoid biosynthesis and metabolism. The nucleotide sequences for unigenes annotated as CYP450s were translated and the corresponding protein sequences were aligned with 54 well-known CYPs using the MUSCLE program. The evolutionary history was inferred by the Maximum Likelihood method, based on the JTT matrix-based model with bootstrap values obtained after applying 1000 replications using the MEGA6 program. Bootstrap values above 75% are shown here. Initial tree(s) for the heuristic search were obtained by applying the Neighbor-Joining method to a matrix of pairwise distances estimated using a JTT model. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site. The scale bar represents 0.5 estimated nucleotide changes per sequence position. Abbreviations: At, *Arabidopsis thaliana*; Os, *Oryza sativa*; Ps, *Pices sitchensis*; Pt, *Pinus taeda*; Vv, *Vitis vinifera*; Ps, *Pisum sativum*; Tc, *Taxus cuspidate*; Cm, *Cucurbita maxima*; Zm, *Zea mays*; Nt, *Nicotiana tabacum*; Al; *Arabidopsis lyrata*; Rc, *Ricinus communis*; Ms, *Mentha spicata*; Mp, *Mentha piperita*; Bs, *Barnadesia spinose*.

**Table 1:** Transcriptome assembly statistics for *A. carmichaelii*.

Description	Transcripts
Number of transcripts	128,183
Total assembled bases	78,623,549
Average length (bps)	613.37
Median length (bps)	383
Maximum length (bps)	13,485
Minimum length (bps)	224
N50 (bps)	830
GC content	42.35

**Table 2:** SSRs detected in the transcriptome assembly of *A. carmichaelii*.

Results of SSR Searches	
Total number of sequences examined	128,183
Total number of identified SSRs	16,068
Number of SSR containing sequences	14,168
Number of sequences containing more than one SSR	1675
Number of SSRs present in the compound formation	686

**Table 3:** Comparative analysis of transcriptome of *A. carmichaelii* with that of *A. heterophyllum* through OrthoFinder. The nucleotide sequences for both plants were translated and the corresponding protein sequences were obtained, using the longest frame, starting with methionine, and were further used for OrthoFinder analysis.

Total number of orthogroups: 20,247			
Mean orthogroup size: 2.8			
Median orthogroup size: 2.0			
**Description**	**Overall**	***A. heterophyllum***	***A. carmichaelii***
Number of genes	209,790	81,607	128,183
Number of genes in orthogroups	56,915	26,282	30,633
Number of unassigned genes	152,875	55,325	97,550
Percentage of genes in orthogroups	27.1	32.2	23.9
Percentage of unassigned genes	72.9	67.8	76.1
Number of orthogroups containing species	20,232	20,239	20,240
Number of species-specific orthogroups	15	8	7
Number of genes in species-specific orthogroups	87	39	48

**Table 4:** Summary of unigenes of *A. carmichaelii* involved in the biosynthesis of aconitine-type diterpene alkaloids.

Enzymes	Enzyme Name	Unigene	Unigene Length	Similarity
**Mevalonate Pathway (MVA Pathway)**				
AACT1	Acetyl-CoA acetyltransferase	TR41842|c0_g3_i5	950	96.21212
AACT2		TR41842|c0_g3_i3	957	93.61702
AACT3		TR44607|c2_g6_i4	962	94.29658
AACT4		TR44607|c2_g6_i2	1057	94.27481
HMGS1	Hydroxymethylglutaryl-CoA synthase	TR19454|c0_g1_i1	571	85.81081
HMGS2		TR40295|c3_g2_i3	909	87.21805
HMGS3		TR40295|c3_g2_i1	1761	91.45299
HMGS4		TR40318|c0_g1_i1	1992	84.52656
HMGR1	Hydroxymethylglutaryl-CoA reductase	TR44439|c4_g1_i5	784	72.42647
HMGR2		TR44439|c4_g1_i7	2118	89.20354
HMGR3		TR44439|c4_g1_i1	2179	88.64028
MVK1	Mevalonate kinase	TR45020|c0_g1_i1	1335	86.23377
PMK1	Phosphomevalonate kinase	TR45726|c0_g1_i3	575	83.50515
PMK2		TR45726|c0_g1_i1	641	83.50515
PMK3		TR45726|c0_g1_i12	2237	82.47012
MVDD1	Mevalonate diphosphate decarboxylase	TR44355|c0_g1_i1	1781	91.23223
MVDD2		TR44355|c0_g1_i3	1797	91.46919
**Methylerythritol Pathway (MEP Pathway)**				
DXS1	1-deoxy-d-xylulose-5-phosphate synthase	TR28848|c0_g1_i1	505	95.83333
DXS2		TR32192|c0_g1_i2	532	86.36364
DXS3		TR47591|c0_g1_i2	554	77.77778
DXS4		TR15579|c0_g1_i1	563	97.3262
DXS5		TR32608|c0_g1_i1	578	96.33508
DXS6		TR47591|c0_g1_i5	648	77.77778
DXS7		TR29244|c0_g2_i2	668	78.18182
DXS8		TR47591|c0_g1_i3	866	77.77778
DXS9		TR47591|c0_g2_i1	2330	95.54235
DXS10		TR43248|c0_g1_i2	2462	94.00279
DXS11		TR42479|c0_g1_i1	2585	84.34903
DXR1	1-deoxy-d-xylulose-5-phosphate reductoisomerase	TR38806|c0_g1_i1	2065	92.11087
ISPD1	2-*C*-methyl-d-erythritol 4-phosphate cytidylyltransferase	TR34080|c0_g1_i3	1173	95.54455
ISPD2		TR34080|c0_g1_i1	1229	95.04505
ISPD3		TR34080|c0_g1_i6	1355	95.47511
ISPE1	4-(cytidine-5′-diphospho)-2-*C*-methyl-d-erythritol kinase	TR43665|c0_g1_i2	1549	84.79381
ISPF1	2-*C*-methyl-d-erythritol 2,4-cyclodiphosphate synthase	TR34396|c0_g1_i1	945	90.37433
ISPG	(*E*)-4-hydroxy-3-methylbut-2-enyl diphosphate synthase	TR42806|c0_g1_i1	2806	94.22043
ISPH1	(*E*)-4-hydroxy-3-methylbut-2-enyl diphosphate reductase	TR42285|c1_g1_i2	1718	91.16379
IPPI1	Isopentenyl diphosphate isomerase	TR37870|c0_g1_i1	1326	87.33333
IPPI2		TR44603|c0_g1_i3	2692	88.98848
**Aconitine-Type Diterpene Alkaloid Biosynthetic Pathway**				
GGPPS1	Geranylgeranyl pyrophosphate synthase	TR47410|c1_g2_i2	1384	83.58663
GGPPS2		TR35223|c0_g1_i1	1172	88.60759
GGPPS3		TR44055|c0_g1_i3	765	92.24806
GGPPS4		TR44055|c0_g1_i1	1496	89.59732
GGPPS5		TR46755|c1_g1_i1	1752	88.33819
GGPPS6		TR42099|c0_g1_i1	1532	81.73077
GGPPS7		TR46755|c0_g1_i3	592	75.71429
CDPS1	ent-copalyl diphosphate synthase	TR48303|c1_g1_i4	748	71.42857
CDPS2		TR48303|c0_g1_i1	752	80.32787
CDPS3		TR48303|c1_g1_i3	1512	79.66903
CDPS4		TR36243|c0_g1_i1	2342	73.64238
KS1	Kaurene synthase	TR44693|c0_g3_i1	1120	72.12121
KS2		TR44693|c0_g1_i2	1539	75.80645
KS3		TR48214|c4_g1_i1	2144	77.95031

## Supplementary Materials

Supplementary Materials are available online.

# Supplementary material for: De Novo RNA Sequencing and Expression Analysis of Aconitum carmichaelii to Analyze Key Genes Involved in the Biosynthesis of Diterpene Alkaloids
**Source:** Molecules. 2017 Dec 5;22(12):2155. doi: 10.3390/molecules22122155
**Supplement:** Supplementary file 1

Color Key  
and Histogram

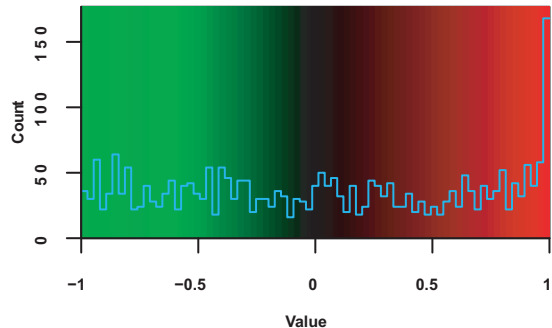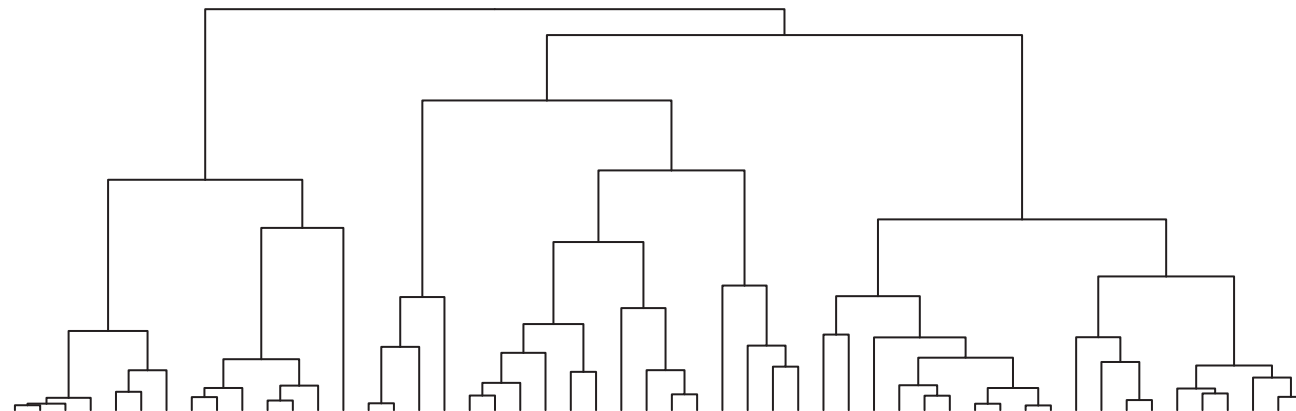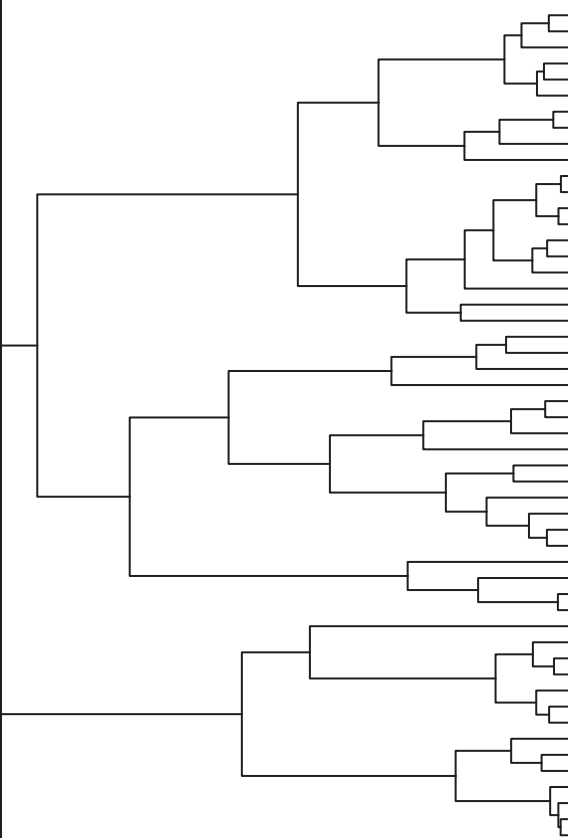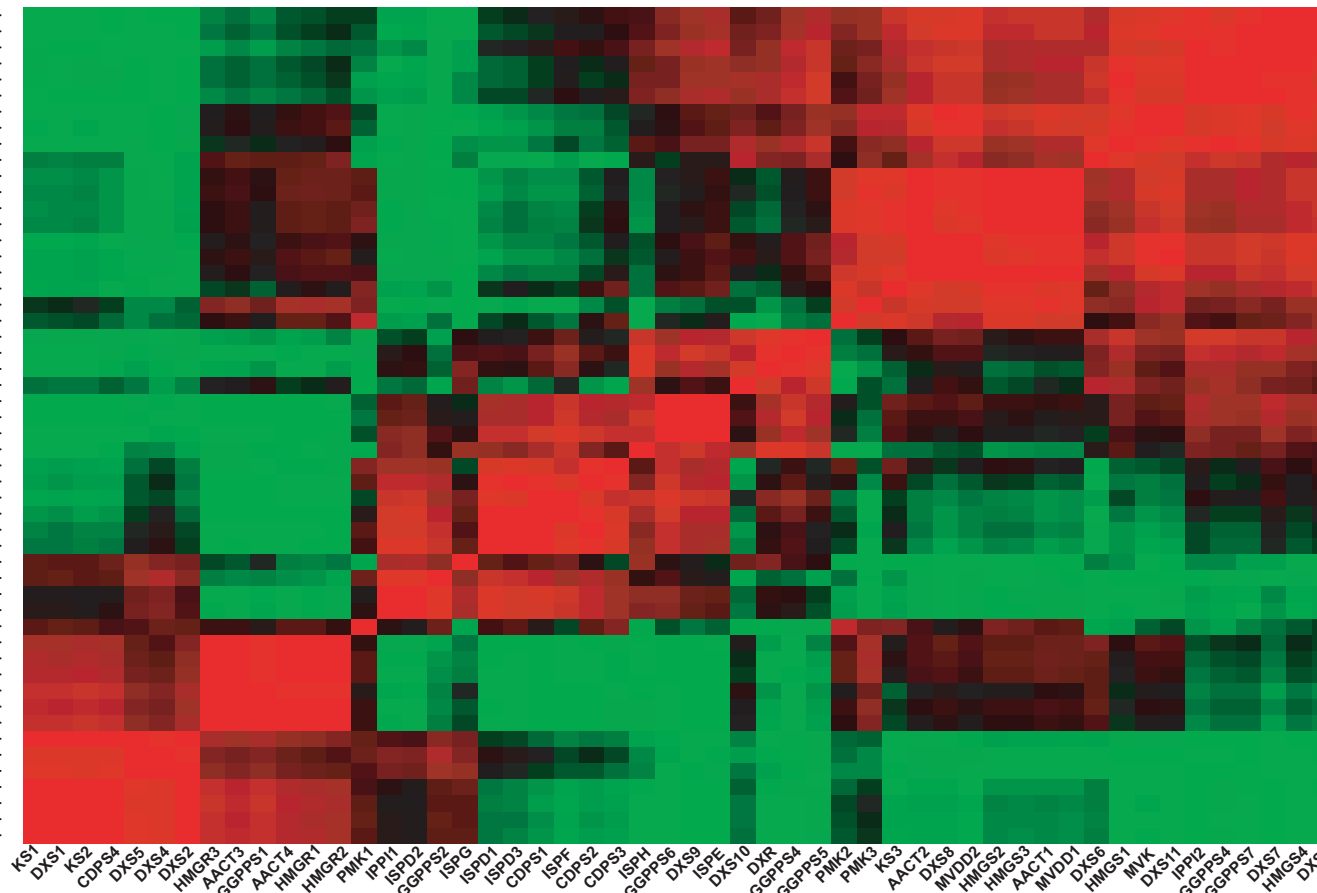

DXS3  
HMGS4  
DXS7  
GGPPS7  
GGPPS3  
IPPI2  
DXS11  
MVK  
HMGS1  
DXS6  
MVDD1  
AACT1  
HMGS3  
HMGS2  
MVDD2  
DXS8  
AACT2  
KS3  
PMK3  
PMK2  
GGPPS5  
GGPPS4  
DXR  
DXS10  
ISPE  
DXS9  
GGPPS6  
ISPH  
CDPS3  
CDPS2  
ISPF  
CDPS1  
ISPD3  
ISPD1  
ISPG  
GGPPS2  
ISPD2  
IPPI1  
PMK1  
HMGR2  
HMGR1  
AACT4  
GGPPS1  
AACT3  
HMGR3  
DXS2  
DXS4  
DXS5  
CDPS4  
KS2  
DXS1  
KS1

# Supplementary material for: De Novo RNA Sequencing and Expression Analysis of Aconitum carmichaelii to Analyze Key Genes Involved in the Biosynthesis of Diterpene Alkaloids
**Source:** Molecules. 2017 Dec 5;22(12):2155. doi: 10.3390/molecules22122155
**Supplement:** Supplementary file 1

**Table S1 - Summary of Trimmomatic output for *Aconitum carmichaelii***

| <b>Description</b>            | <b>Flower</b>         | <b>Bud</b>            | <b>Leaf</b>          | <b>Root</b>           |
|-------------------------------|-----------------------|-----------------------|----------------------|-----------------------|
| <b>Input Read Pairs</b>       | 9,294,842             | 8,953,957             | 6,816,584            | 6,125,840             |
| <b>Both Surviving</b>         | 8,693,350<br>(93.53%) | 8,229,917<br>(91.91%) | 6,432,224<br>(94.3%) | 5,671,296<br>(92.58%) |
| <b>Forward Only Surviving</b> | 523,573<br>(5.63%)    | 644,435<br>(7.2%)     | 325,541<br>(4.78%)   | 405,374<br>(6.62%)    |
| <b>Reverse Only Surviving</b> | 47,159<br>(0.57%)     | 38,298<br>(0.43%)     | 33,314<br>(0.49%)    | 27,027<br>(0.44%)     |
| <b>Dropped</b>                | 30,760<br>(0.33 %)    | 41,307<br>(0.46%)     | 25,505<br>(0.37%)    | 22,143<br>(0.36%)     |

# Supplementary material for: De Novo RNA Sequencing and Expression Analysis of Aconitum carmichaelii to Analyze Key Genes Involved in the Biosynthesis of Diterpene Alkaloids
**Source:** Molecules. 2017 Dec 5;22(12):2155. doi: 10.3390/molecules22122155
**Supplement:** Supplementary file 1

**Table S2: Summary of *de novo* transcriptome assembly statistics of *Aconitum carmichaelii* resulting from the three different assemblers**

| Assembler      | Kmer | No. of contigs | N50 | Min length | Max length | Total   |
|----------------|------|----------------|-----|------------|------------|---------|
| Trintiy        | 25   | 182,928        | 905 | 224        | 13485      | 117.4e6 |
| CLC-work bench | 25   | 88,873         | 554 | 200        | 9463       | 44.1e6  |
| SOAPdenovo-    | 31   | 268,504        | 682 | 200        | 10527      | 39.53e6 |
| Trans          | 41   | 255,462        | 605 | 200        | 10099      | 40.44e6 |
|                | 51   | 253,918        | 538 | 200        | 9372       | 40.35e6 |
|                | 63   | 171,233        | 466 | 200        | 9421       | 38.39e6 |
|                | 71   | 117,985        | 454 | 200        | 9497       | 32.52e6 |
|                | 91   | 11,696         | 489 | 200        | 9450       | 4.65e6  |

# Supplementary material for: De Novo RNA Sequencing and Expression Analysis of Aconitum carmichaelii to Analyze Key Genes Involved in the Biosynthesis of Diterpene Alkaloids
**Source:** Molecules. 2017 Dec 5;22(12):2155. doi: 10.3390/molecules22122155
**Supplement:** Supplementary file 1

**Table S7: Statistics of SSRs detected in the transcriptome assembly of *A. heterophyllum***

| <b>Results of SSR searches</b>                 |       |
|------------------------------------------------|-------|
| Total number of sequences examined             | 81607 |
| Total number of identified SSRs                | 9068  |
| Number of SSR containing sequences             | 8026  |
| Number of sequences containing more than 1 SSR | 888   |
| Number of SSRs present in compound formation   | 494   |

  

| <b>Distribution of different repeat type classes</b> |      |
|------------------------------------------------------|------|
| Mono-nucleotides                                     | 5713 |
| Di-nucleotides                                       | 985  |
| Tri-nucleotides                                      | 2187 |
| Tetra-nucleotides                                    | 58   |
| Penta-nucleotides                                    | 28   |
| Hexa-nucleotides                                     | 97   |

How the deposited data were processed for this re-analysis (not part of the article)

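Expression was measured in 4 libraries of A. carmichaelii, 1 each from flower, bud, leaf and root of 3-year-old plants. The authors trimmed the paired reads, assembled them with Trinity, removed redundant transcripts with CD-HIT-EST, aligned the reads to this assembly with Bowtie 2 and estimated abundances with RSEM. They deposited 1 RSEM table per library. The deposited expected count is the number of fragments RSEM assigned to a unigene, without normalization. The deposited TPM is scaled to a fixed sum per library, and the deposited FPKM to 1 kilobase of effective length and a fixed number of mapped fragments. The deposited isoform percent is the share of a unigene in its Trinity gene and was not used here. The authors also deposited a joint table of the FPKM values, which were identical to those of the library tables. No genome was used, and unigenes keep the identifiers of the deposited tables. Gene names are those of Tables 4, S9 and S12 of the paper, where they rest on matches to other species.

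Library totals ranged from 4811266 fragments in root to 7057551 in flower. Intervals are exact 95% intervals, of Poisson form for one library and of conditional binomial form for the ratio of 2 libraries. They cover counting error only, since PCR copies and biological variation between plants are not covered. With 1 library per tissue no test between tissues was made and no p-value across unigenes was computed. A library was called highest for a unigene where the interval of its ratio to the next library excluded 1.

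The unigenes named in the text are those the paper names in its text, in Table 4 or in Table S12, and the 2 with the highest FPKM in each tissue-specific set. Their values in Tables S8, S11 and S12 had been seen when this rule was set. The main settings and most alternatives were set before the deposited data were examined. The values of Tables S11 and S12, which equal the deposited ones, had by then been seen. The KEGG comparison was set after the counts of Tables S4 and S9 had been compared with the paper's formula. The alternatives were other thresholds for active expression, thinning of the counts to the smallest library total (20 draws with a fixed seed), sums over Trinity genes, pseudocounts of 0.1 and 1, a minimum of 10 summed counts, average linkage, TPM, TMM factors of edgeR, size factors and variance-stabilized counts of DESeq2, and other reference sets and minimum counts for the KEGG pathways. The upper tail of the hypergeometric distribution was set beside the formula of the paper.

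The procedures were tested on simulated libraries drawn from the pooled profile of the 4 real ones at their totals. The 200 unigenes raised 4-fold in root were drawn from those with at least 40 summed fragments, and all were called highest there. Of 4000 unchanged unigenes with at least 10 simulated fragments, 0.275% were called highest in any library. This recovery says nothing of unigenes with under 40 fragments, such as 12 of the 52 pathway unigenes. Intervals of root against flower covered the simulated ratio for 99% of the changed unigenes. In simulated libraries where 1 unigene took many of the leaf fragments, TMM over all 128183 unigenes missed the library depth by up to 4.84%. Minimum summed counts of 10, 20, 40 and 100 were then tried on the simulated libraries only, with errors of 1.35%, 0.297%, 0.249% and 0.143%, and 20 was taken, which is not the one with the smallest error. On the real counts this minimum kept 46663 unigenes, and TMM with no minimum was added as a further alternative.

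Pathway names and sizes came from Table S4, and tissue-specific members from Table S9. In the copies used here, Tables S3, S8 and S10 are incomplete and no set was tested on them. GO terms, BLAST matches, orthologous groups, repeats and phylogeny were not analysed here.

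The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.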

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

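The unigenes in this part were chosen after their values were seen, as were the tests of them.

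Each of 4 unigenes took at least 1% of the fragments of a library. They are not named in the paper's text, and whether Tables S3, S8 and S10 list them could not be checked in the incomplete copies used here. TR43559|c0_g1_i1 (8896 bases) took 15.6% of the fragments in leaf, 4.72% in bud and 1.06% in flower, and 0.0513% in root. TR46488|c3_g1_i1 (1720 bases) took 6.23% in root, and TR28349|c0_g2_i1 (6852 bases) took 5.61% in root. TR38018|c0_g1_i1 (1527 bases) took 1.00% in bud, with 66416 fragments there, 1 in flower and 0 in leaf and root.

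A scaling between libraries cannot change a share within a library, so the test of the scaling decides nothing about these shares. Over FPKM, TPM, TMM with and without a count minimum, and DESeq2 size factors, the smallest ratio of the highest to the next library was 3.30 for TR43559|c0_g1_i1 (leaf to bud), 20.3 for TR46488|c3_g1_i1 (root to flower), 6.70 for TR28349|c0_g2_i1 (root to leaf) and 59428 for TR38018|c0_g1_i1 (bud to flower), each with an interval that excludes 1. The last ratio rests on 1 flower fragment and has an interval from 10666 to 2347303, and with 0 fragments in leaf and root it is open which of these libraries comes next to bud. Fragments shared with related unigenes, sequences from another organism, and differences between the single plants or library preparations were not tested. A difference between tissues stays open as the biological explanation, also untested. Together the 4 unigenes held 1.95% of the fragments in flower, 6.30% in bud, 16.4% in leaf and 11.9% in root, so that leaving them out would raise the other FPKM values by factors of 1.02, 1.07, 1.20 and 1.13.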

How the results depend on the processing

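Chosen after the results were seen were TMM with no minimum, the definition of tissue-specific unigenes by 99% of the summed FPKM, the alternative clusterings of the 52 unigenes, and the counting of each unigene under the pathway named at the start of its list. No paired analysis was possible because each tissue has a single library. The causes of the changes below were not tested, except where the construction of a setting shows them.

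The root ratios of CDPS4, KS1, KS2 and GGPPS1 kept their direction, with intervals that excluded 1, under TPM, TMM with and without a minimum, DESeq2 size factors and Trinity genes. For CDPS4 they lay between 11.7 and 18.2, for KS1 between 26.5 and 46.9, for KS2 between 14.7 and 25.9, and for GGPPS1 between 1.27 and 2.00. Of the 16 named pathway unigenes, 11 were called highest in root with FPKM and 13 with TMM. The root ratio of PMK1 reversed to 1.17 with TMM, 1.20 with DESeq2 size factors and 1.14 with TMM without a minimum, and that of ISPG to 1.13, 1.16 and 1.10. For PMK1 these intervals include 1, and with Trinity genes its root ratio was 0.615 (0.510 to 0.740). For ISPG the ratio was 0.853 with TPM. With Trinity genes the ratio reversed to 0.963 for TR46389|c0_g3_i3 and to 0.238 for TR45846|c2_g1_i3.

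A minimum of 5 fragments removes the unigenes with 1 to 4 by construction. It left 52478 active unigenes in flower, 57708 in bud, 39122 in leaf and 32157 in root, 25229 shared by all 4 tissues, 7648 by flower, bud and leaf and 305 by bud, leaf and root. With FPKM of at least 1, the tissue-specific unigenes numbered 12101 in bud, 3822 in leaf and 2223 in root. With equal totals there were 3491 in leaf and 2055 in root. By 99% of the summed FPKM and at least 10 fragments there were 287 in flower, 639 in bud, 121 in leaf and 146 in root. The order of the 4 tissues in active unigenes, with bud first and root last, was kept under every setting tried.

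Flower and bud remained the closest pair under all alternatives but FPKM without a logarithm, where the flower to bud distance was 1.28 times the next and the height of the last join was 1.82 times the first. The distance over the next shortest was 0.876 with log2(FPKM + 0.1), 0.743 with unigenes active in all 4 tissues, 0.807 with at least 10 counts, 0.802 with variance-stabilized counts, 0.871 with TPM, 0.842 with thinned counts and 0.901 with Trinity genes. Leaf joined flower and bud before root did, in place of joining root, with unigenes active in all 4 tissues (height of the last join over the first 1.61), with variance-stabilized counts (1.46) and with TPM (1.32). This height ratio was 1.33 with log2(FPKM + 0.1), 1.51 with at least 10 counts, 1.42 with thinned counts, 1.22 with average linkage and 1.31 with Trinity genes.

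The number of MVA unigenes called highest in bud fell to 7 with TPM, 5 with TMM, 5 with DESeq2 size factors and 4 with TMM without a minimum. Relative to the library totals, TMM moved all root values up by 0.62 (log2) against flower, 0.74 against bud and 0.17 against leaf, and DESeq2 by 0.63, 0.82 and 0.21. The number of post-IPP unigenes called highest in flower fell to 0 with TPM, TMM, DESeq2 size factors and TMM without a minimum. With Trinity genes, which are fewer, MVA genes called highest numbered 4 in bud and 2 in root, and MEP genes 1 in bud and 3 in leaf. With no regard to the interval, 1 MVA unigene was highest in flower, 6 MEP unigenes were highest in flower and 4 in bud, and 2 post-IPP unigenes were highest in bud.

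On log2(FPKM + 1), 7 of the 21 P450 unigenes passed the filter, and the cluster highest in root held 7 of the 13 unigenes listed by the paper. With average linkage it held 13 of them and 1 other. With Trinity genes 11 of 16 passed and 11 were called highest in root. The share of all unigenes over 500 bases that passed was 8.83% with TPM, 15.3% with TMM, 16.0% with DESeq2 size factors, 13.7% with TMM without a minimum and 4.56% on log2(FPKM + 1). The pairs of a pathway and a tissue with fewer unigenes than expected numbered 11, 1 with all pathway assignments as the reference set, which by construction lowers every expected number and not the counts, and 18 with each unigene counted under the pathway named at the start of its list. Counted in this last way, by the upper tail of the hypergeometric distribution 7 of the 31 pairs had a probability under 0.05.

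Depth limits the unigenes with few fragments most. The comparisons for DXS3, DXS6, DXS7, GGPPS3 and GGPPS7 and for both root-specific CDPS unigenes could not be decided at this depth.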

Differences from the paper's values

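No value of the paper that was also computed here differed by more than 1.5 times under the main settings. The counts of active, shared and tissue-specific unigenes and the assembly statistics were the same. For the KEGG p-values, the number of unigenes under the pathway that stands at the start of each list in Table S9 was used, a way of counting chosen after the values were seen. With it the formula in the paper's methods gives all 31 p-values of Table S9 within 0.1%, and with every listed pathway counted it gives 13.

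The paper gives 21 MVA and 17 MEP unigenes, while its Table 4 lists 17 MVA and 21 MEP unigenes. It gives 135, 204 and 107 flower-, bud- and leaf-specific unigenes mapped to pathways, while Table S9 lists 153, 226 and 115. For root both give 33. Of the 21 P450 unigenes of Table S12, 20 passed the stated limit here, 17 with TPM, and all 21 with TMM or DESeq2 size factors. TR47900|c2_g2_i1 and TR46389|c0_g3_i1, named in the text, are not in the deposited tables, which hold TR47900|c0_g2_i1 and TR46389|c0_g3_i3 of Table S12. That these are the unigenes meant is an assumption, since Table S12 also lists 5 isoforms of TR47900|c2_g2.

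The paper describes root and leaf as having a distinct set of active unigenes. The share of active unigenes found in no other tissue is the lowest in these tissues here, since 97.4% of those in leaf and 98.4% of those in root were shared, against 95.4% in flower and 93.5% in bud. PMK1, which the paper lists as high in root, had 5.65 in root and 6.33 in bud, and was highest in root under TMM and DESeq2 size factors without a call. With Trinity genes its root ratio was 0.615. HMGR1, HMGR2 and HMGR3 were called highest in root, in the direction the paper gives.

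The paper describes homologs of all MEP enzymes as high in leaf. Of the 8 enzymes, 7 had a unigene ranked highest or second highest in leaf, and all 8 under TPM, TMM and DESeq2 size factors. The same holds for flower with 7 of the 8 on FPKM, so that this count does not set leaf apart there. Single unigenes differ from this, since leaf ranked highest or second highest for 12 of the 21 (16 under TMM), and DXS10 had 9.35 in leaf and 239.6 in flower. Of the bud unigenes it lists, DXS6 had 1.89 in bud and 2.36 in flower. IPPI2, described as moderate in root, had its lowest FPKM there, with 10.1, and was lowest in bud under TMM and DESeq2 size factors. ISPF1, which the paper excepts from high expression in flower, had 83.9 in flower, second to leaf. The paper describes KS homologs as lower in leaf than in the other tissues. KS1 and KS2 had their fewest fragments in leaf (1 and 0), which are not separated from those in flower (4 and 3) by counting error, while KS3 had 13.6 in leaf, 8.25 in flower and 0.630 in root.

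The paper describes the listed pathways as enriched. Of the 31 pairs of a pathway and a tissue, 11 held fewer unigenes than expected, among them amino sugar and nucleotide sugar metabolism in flower (2 with 6.79 expected) and in bud (3 with 10.0 expected), and purine metabolism in bud (81 with 112 expected). Monoterpenoid biosynthesis in flower and diterpenoid biosynthesis in root held more than expected.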

Other observations

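The test of the KEGG p-values in this part was chosen after the result was seen.

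Leaf and root had fewer active unigenes than flower and bud. Of the gap of 39532 active unigenes between bud and root, 83.2% stayed when all libraries were thinned to equal totals. This argues against unequal counting depth as the sole cause, on the fixed set of unigenes. The unigenes were assembled from the 4 libraries together, and thinning cannot show whether depth affected which of them were assembled. The 10 most abundant unigenes of each library do not account for the gap either, since 77.3% of it stayed with them also left out. A wider concentration of fragments was not tested. The most abundant unigenes that together reach a majority of the fragments numbered 482 in root, 665 in leaf, 1706 in flower and 1879 in bud. In simulated libraries of one common profile, thinning took a gap of 8464 to 323. Other differences between the single libraries, such as RNA quality, and a difference between tissues stay open, and no biological explanation was tested.

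Sampling of unigenes with few fragments was tested as an explanation for activity in a single tissue. When the fragments of each unigene were drawn over the 4 libraries in proportion to the library totals (20 draws), 8290 unigenes with under 5 fragments were active in a single library, against 12801 observed. Sampling thus gives 64.8% of the observed number for these unigenes, and 68.7% with TMM-scaled totals, and is not the whole cause. For unigenes with at least 5 fragments it gives 1.65%, with 44 drawn and 2670 observed. In root, the draws gave 1474 root-specific unigenes against 1170 observed.

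A few unigenes taking most of the counts could lower or raise the FPKM of all others in a library, and were tested as an explanation for the root values. Under TMM with a count minimum or DESeq2 size factors the smallest ratio of root to the highest other library was 18.0 among CDPS4, KS1 and KS2 and 1.98 for GGPPS1. With no count minimum, TMM gave lower values, of 15.8 for CDPS4 and 1.74 for GGPPS1. All these intervals exclude 1. The tests argue against this explanation. They compare single libraries, and differences between plants or preparations cannot be excluded without replicates.

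Among the pathways listed as enriched, 18 of the 31 pairs of a pathway and a tissue held fewer unigenes than expected when each unigene was counted under the pathway at the start of its list. The expected numbers come from pathway sizes that count every assignment, so that this way of counting lowers the observed side only. With every listed pathway counted, 11 of the 18 still held fewer than expected, 4 held more and 3 were open. For all 18, the listed p-value equals the probability of exactly that count, which is small on both sides of the expected number. Their upper tail probabilities were at least 0.964. The paper's methods give this formula, and with the pathway at the start of each list it gives all 31 p-values within 0.1%. The small listed p-values of the 18 pairs therefore follow from the probability of the exact count, together with this way of counting.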
